# Network Walking charts transcriptional dynamics of nitrogen signaling by integrating validated and predicted genome-wide interactions

**DOI:** 10.1038/s41467-019-09522-1

**Published:** 2019-04-05

**Authors:** Matthew D. Brooks, Jacopo Cirrone, Angelo V. Pasquino, Jose M. Alvarez, Joseph Swift, Shipra Mittal, Che-Lun Juang, Kranthi Varala, Rodrigo A. Gutiérrez, Gabriel Krouk, Dennis Shasha, Gloria M. Coruzzi

## Abstract

Charting a temporal path in gene networks requires linking early transcription factor (TF)-triggered events to downstream effects. We scale-up a cell-based TF-perturbation assay to identify direct regulated targets of 33 nitrogen (N)-early response TFs encompassing 88% of N-responsive Arabidopsis genes. We uncover a duality where each TF is an inducer and repressor, and in vitro cis-motifs are typically specific to regulation directionality. Validated TF-targets (71,836) are used to refine precision of a time-inferred root network, connecting 145 N-responsive TFs and 311 targets. These data are used to chart network paths from direct TF_1_-regulated targets identified in cells to indirect targets responding only *in planta* via Network Walking. We uncover network paths from TGA1 and CRF4 to direct TF_2_ targets, which in turn regulate 76% and 87% of TF_1_ indirect targets *in planta*, respectively. These results have implications for N-use and the approach can reveal temporal networks for any biological system.

## Abstract (web summary)

Temporal control of transcriptional networks enables organisms to adapt to changing environment. Here, the authors use a scaled-up cell-based assay to identify direct targets of nitrogen-early responsive transcription factors and validate a network path mediating dynamic nitrogen signaling in *Arabidopsis*.

## Introduction

Temporal control of transcriptional networks enables organisms to adapt to a changing environment. Thus, a primary goal of systems biology is to reconstruct the order of transcription factor (TF)–target interactions for the underlying gene regulatory networks (GRNs). To this end, researchers have used de novo network inference to learn GRNs in many organisms spanning microbes, plants, and animals^1–3^. However, a major challenge, especially in higher eukaryotes, is genome-wide validation of the accuracy and predictive power of the resulting GRNs. This is largely due to the lack of methods for rapidly validating the inferred TF–target interactions in vivo^1,4^.

Despite advances in the identification of physical interactions of TFs and targets, there is still relatively little known about which genes are transcriptionally regulated in vivo by a majority of TFs. A recent proliferation of TF–target binding data has emerged from high-throughput in vitro approaches such as DNA affinity purification sequencing (DAP-seq)^5^, protein binding microarrays (PBM)^6^, and yeast-one-hybrid (Y1H)^7^. However, *cis*-binding motifs and target genes identified by these methods fail to account for features present in vivo, such as protein–protein interactions, TF combinations, and chromatin structure. Most importantly, TF–target binding data obtained by in vitro methods or by chromatin immunoprecipitation (ChIP) in vivo do not indicate whether the physical TF–target interaction leads to changes in gene expression. Indeed, ChIP is often a poor predictor of TF regulation^8–10^, and is only a snapshot of the most stable TF-binding events under the conditions and time-point assayed^11–14^.

To complement the TF-DNA binding datasets, there is a need for methods to validate TF–target interactions based on a functional assay that takes into account in vivo context. Perturbation of TFs using knockout or overexpressing transgenic lines to identify regulated targets is standard across microbes and higher eukaryotes^15–17^. However, these in vivo approaches are prohibitively time consuming to scale for most eukaryotes. Additionally, it is not possible to distinguish direct from indirect targets in these systems without additional in vivo TF–target binding information, such as ChIP. Moreover, studies across eukaryotes reveal a poor overlap of TF-bound and TF-regulated targets in vivo^8–10^.

To address the need for TF–target assays based on gene expression, we scale-up the throughput of a cell-based temporal TF perturbation system called TARGET (Transient Assay Reporting Genome-wide Effects of Transcription factors)^18^. This TARGET assay can validate direct TF–target interactions based solely on TF-induced changes in gene expression^18–22^ which overcomes many of the limitations described above. Specifically, the TARGET assay can identify candidate direct TF targets based on gene regulation, is a rapid transient assay, and can be performed on isolated cells from any tissue of interest. Importantly, the TF targets identified by this cell-based assay have also been shown to have in planta relevenace^18–21^. Because cell-based transient expression systems have been developed for many multicellular organisms as a quicker alternative to the creation of stable transgenics and mutants^23–25^, the TARGET approach is broadly applicable. To complement existing genome-wide methods, we apply the TARGET system as a medium-throughput tool to characterize mechanisms of TF action and improve the available gold standards of functional TF–target interactions for use in network inference.

In this study, we introduce several innovations to scale-up the throughput of the cell-based TARGET system for TF perturbation  to 24 TF assays/day (e.g., 8 TFs × 3 replicates). These innovations have allowed us within ~2 months to identify the candidate direct regulated genome-wide targets of 33 TFs that collectively target ~88% of the genes in the early nitrogen (N) response in *Arabidopsis*. We use this validated TF–target dataset to define a network path that connects the direct targets of these N-early response TFs in root cells to indirect targets identified only in planta. To do this, we present a Network Walking approach that combines functionally validated (85,144 edges) and time-inferred TF–target edges to connect TF targets validated in root cells, with indirect targets regulated in planta, as shown in Fig. 1a. In our proof-of-concept Network Walking examples, we determine the network path for two known TFs in the N response, TGA1^26–28^ and CRF4^29^. Using this approach, we connect 77% and 87% of the indirect targets detected only in planta, back to TGA1 and CRF4, respectively, through intermediate TF_2_s. The Network Walking approach has general application across biological systems. Our proof-of-concept examples have implications for manipulation of networks that control plant N-use efficiency, a process that impacts agriculture, the environment, and human health.

**Fig. 1:**
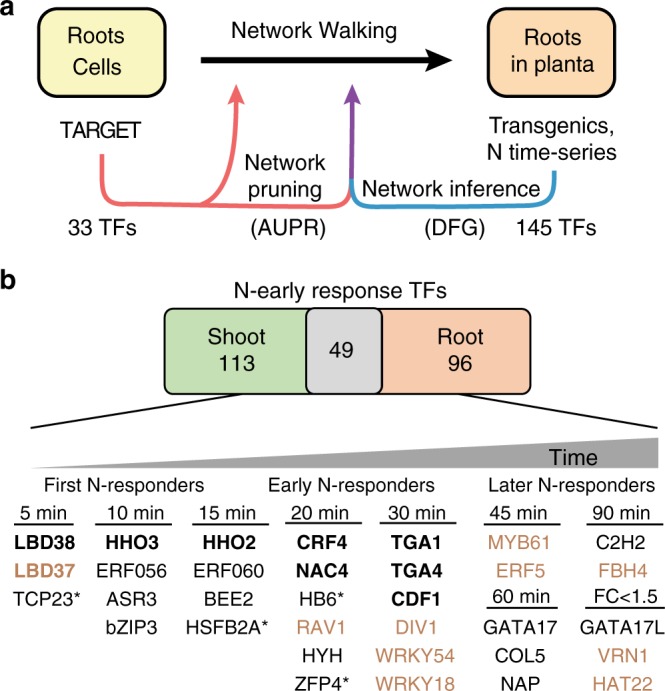
Network Walking connects validated direct transcription factor (TF) targets to in planta responses. **a** Schematic overview: the Network Walking approach charts a network path from direct targets of a TF identified in cells to its indirect targets, which only respond in planta. This is achieved using data for 33 TF perturbations in root cells using TARGET (Transient Assay Reporting Genome-wide Effects of Transcription factors)^18^ scaled-up in this study, and a time-series transcriptome of nitrogen (N) response in whole roots^29^. TF–target edges for 145 TFs were inferred using this time-series data in a machine-learning method called dynamic factor graphs (DFG)^48^ (blue arrow). The inferred edges were pruned for high-confidence edges (purple arrow) using 71,836 validated edges (red arrow) for 33 TFs in a precision/recall analysis (area under precision recall (AUPR)). The validated edges and high-confidence inferred edges are used to link a TF to its indirect targets in planta via the Network Walk. **b** The 33 TFs were selected based on their response to N in shoots and roots (black TFs) or roots only (orange TFs) from the N-treatment time-series data of Varala et al.^29^. TFs were placed into groups based on their Just-in-Time classification, in which genes were binned based on the first time-point N treatment caused a fold change of 1.5 relative to the control^29^. TFs in bold have been previously described in the nitrogen response (CRF4 and CDF1^29^, NAC4^30^, TGA1 and TGA4^26,27^, LBD37 and LBD38^31^, HHO2 and HHO3^32^). Asterisk indicates TFs not included in the DFG network as they did not meet the false discovery rate (FDR) threshold

## Results

### Direct regulated targets of 33 N-early response TFs

We sought to identify which of the ~2000 TFs in *Arabidopsis* facilitate the rapid response to N signaling in plant roots, as well as the temporal regulatory paths they employ. To do this, we targeted a set of 33 N-early response TFs for functional testing (Fig. 1b), selected based on their rapid transcriptional response to N treatment in a fine-scale time-course study conducted by Varala et al.^29^. In that study, genes responding to N treatment as function of time (N × Time) were identified by fitting a cubic spline model^29^. These N × Time-responsive genes include 145 TFs in roots and 162 TFs in shoots, with an overlap of 49 TFs (Fig. 1b). We selected a subset of 33 TFs that respond across N × Time in both shoots and roots, or specific to roots, to validate their N-early response network. This set of 33 TFs includes 9 TFs previously validated in the N response (e.g., CRF4 and CDF1^29^, NAC4^30^, TGA1 and TGA4^26–28^, LBD37 and LBD38^31^, HHO2, and HHO3^32^) and 24 TFs with an as yet unknown role in N signaling. We note that this selection approach misses TFs that only respond post-translationally to the N signal, such as NLP7^9,33^, a well-known master regulator of the N response in *Arabidopsis*.

To determine the genome-wide targets regulated by these 33 N-early response TFs, we used the cell-based TARGET system for inducible TF perturbation in root cells^18^ with our modifications to increase throughput. In the TARGET system, TF nuclear entry is controlled using a subdomain of the glucocorticoid receptor (GR) fused to the TF of interest, an approach that has also been used in planta^34,35^. The GR–TF fusion protein is held in the cytoplasm by HSP90-GR binding, and dexamethasone (DEX) treatment disrupts this interaction, allowing temporal control of TF entry into the nucleus^35^. As has been shown in planta^35^ and in isolated roots cells^18^, pre-treatment with cycloheximide (CHX) blocks downstream regulation of secondary TF targets. Thus, candidate direct TF targets can be identified as those that respond transcriptionally to DEX-induced TF nuclear import in the presence of CHX^18,35^.

In our study, we made two innovations that increased the throughput of the TARGET assay for TF perturbation: (i) the use of an empty vector (EV) control, and (ii) pooling of cells separately transfected with vectors containing either red fluorescent protein (RFP) or green fluorescent protein (GFP), prior to fluorescence-activated cell sorting (FACS) selection of positively transfected cells (see Methods and Supplementary Fig. 1a). Both changes enabled us to increase the throughput of TF perturbations screened via TARGET up to 24 TF assays/day (e.g. 8 TFs × 3 replicates). Additionally, in this design, because all samples are treated with CHX (e.g., TFs and EV), it circumvents the need to compare ±CHX samples, which may impact gene expression and the ability to identify TF-regulated genes (also see Supplementary Fig. 2, Supplementary Data 1, and Supplementary Methods). Using this enhanced medium-throughput TARGET approach, we could identify direct regulated targets of 33 TFs within ~2 months (Fig. 2). 

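Root protoplasts of 10-day-old Arabidopsis Col-0 seedlings were transfected with a plasmid that expresses either a TF fused to GR or GR alone, the empty vector (EV). Before sorting, the cells were given 20 mM KNO3 and 20 mM NH4NO3 (60 mM total N) for 2 h and 35 µM CHX for 20 min, and then 10 µM DEX for 3 h. TF and EV cells received the same N, CHX and DEX treatments. The authors aligned the reads to the TAIR10 genome and deposited the number of reads counted on each gene, as raw counts without normalization and with 1 file per library. The 115 libraries fall into 6 batches, each of which has 3 EV libraries, and each TF was assayed in a single batch. Batch 1 held ERF056, GATA17 and HSFB2A, and batch 2 held TGA1. BEE2, COL5, CRF4, GATA17L, HB6, HHO3, HYH and TGA4 were in batch 3, and ASR3, bZIP3, C2H2, CDF1, ERF060, HHO2, LBD38, NAC4 and ZFP4 were in batch 4. Batch 5 held FBH4, HAT22, MYB61, NAP, TCP23 and WRKY18, and batch 6 held DIV1, ERF5, LBD37, RAV1, VRN1 and WRKY54. FBH4 and HAT22 had 2 libraries each and the other 31 TFs had 3, all labelled with a replicate number from 1 to 3. Total counts per library ranged from 1542961 to 45372240, with a median of 12935798.5 in the 18 EV libraries and of 11951917 in the 97 TF libraries. The libraries of batches 5 and 6 were shallower, with median total counts of 4831032 and 5813022, against 12305685.5, 16323762.5, 14418687 and 15039485 in batches 1 to 4. In batches 5 and 6, the 10 genes with the most counts took between 18.3% and 49.5% of a library, whereas they took between 4.69% and 8.14% in batches 1 to 4. Counts of each TF were compared with those of EV by edgeR's quasi-likelihood F-test, after TMM normalization, in a single model of TF and batch fitted to all libraries, so that each TF was set against the EV libraries of its own batch. The test covered the 22883 genes with at least 10 counts in at least 3 libraries. Genes with an FDR under 0.05 after Benjamini-Hochberg adjustment within each TF were taken as regulated, and the CHX-responsive genes of Supplementary Data 1 were then removed from the lists of targets, which left 21485 genes. The coefficient of biological variation shared by all genes was 0.132.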

To obtain a list of genes differentially expressed (DE) in response to TF perturbation, we performed RNA-seq on root cells collected 3 h after DEX-induced nuclear entry of the GR–TF fusion. We then compared the transcriptome for each of the 33 TF samples (performed in triplicate) to the EV-negative control using the bioinformatics analysis pipeline shown in Supplementary Fig. 1b. The TF targets identified as DE between each of the 33 TFs and EV control (false discovery rate (FDR) < 0.05) are reported in Supplementary Data 2 and represent 85,144 TF-target interactions. 

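From the deposited counts, the comparison of each TF with EV gave 62945 TF–target edges to 14829 different genes. Leaving out replicate 2 of every group but FBH4 and HAT22 moved this number most among the alternatives set beforehand, to 26640 edges. The part of Supplementary Data 2 used here lists the targets of MYB61 and the first targets of RAV1. Of the 1638 genes listed for MYB61, 1556 (95.1%) were also MYB61 targets in the new fit, and all 1637 that could be tested changed in the listed direction. Across these genes, which are not independent replicates, the fitted and the listed log2 fold changes had a Pearson's r of 0.995. For RAV1, 349 of the 360 listed genes (96.9%) were also targets, with an r of 0.997 across genes. The new fit gave 2392 targets for MYB61 and 5158 for RAV1. MYB61 was assayed in batch 5 and RAV1 in batch 6, and no such list was used here for a TF of batches 1 to 4.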

Further details on the treatments can be found in Supplementary Figs. 3 and 4.

**Fig. 2:**
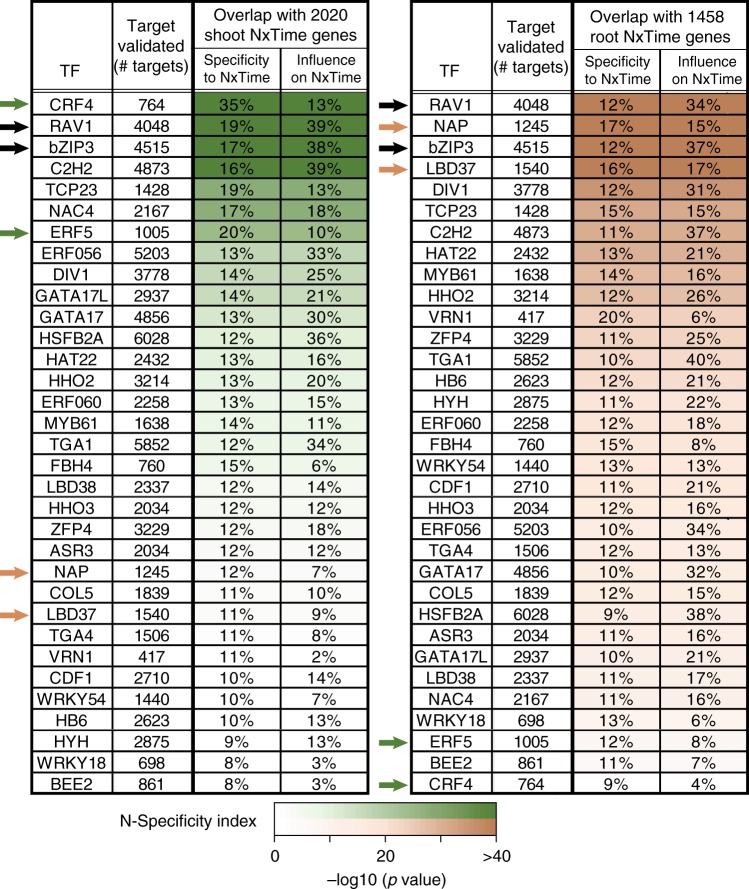
Validated direct targets of the 33 nitrogen (N)-early response transcription factors (TFs) are enriched in N × Time genes. The intersection of direct regulated targets for the 33 N-early response TFs identified in root cells using the TARGET (Transient Assay Reporting Genome-wide Effects of Transcription factors) system with N × Time genes from Varala et al.^29^. This allowed identification of TFs regulating a significant portion of the N response in both roots and shoots (e.g., bZIP3/RAV1, black arrows). The direct regulated targets of other TFs are enriched in organ-specific N × Time response genes. These include CRF4/ERF5, which are specifically enriched for the shoot N × Time response genes (green arrows), and NAP/LBD37, which are specifically enriched for the root N × Time response genes (orange arrows). Green and orange shading represents the N specificity Index^29^, the *p* value calculated using the one proportion *z*-test (see Methods)

The number of candidate direct regulated targets for each of the 33 N-early response TFs identified in our enhanced TARGET approach ranged between a low of 417 DE genes (VRN1) to a high of 6028 DE genes (HSFB2A) (Fig. 2). This range in the number of TF targets was not related to differences in TF overexpression level, as there was no correlation between the level of TF expression (compared to EV baseline) and the number of TF-regulated targets (Supplementary Fig. 5). 

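In the fit to the deposited counts, the number of targets ranged between 141 genes (BEE2) and 5273 genes (DIV1). With DESeq2 in place of edgeR, the extremes were CRF4 (205) and RAV1 (5551), and with each TF fitted in its own batch only they were CRF4 (172) and RAV1 (5866). HSFB2A had 4411 targets and VRN1 had 497. Among HSFB2A targets past a mean of 5 CPM in the HSFB2A or the EV libraries and changed the same way in all 3 replicates, AT5G60530 had the largest induction. This gene lies on chromosome 5 from 24333907 to 24335858 and was measured at 9.10 ± 4.22 CPM (SD, n = 3) in the HSFB2A libraries and at 0.212 ± 0.116 CPM (SD, n = 3) in EV, a log2 fold change of 5.13 (standard error 0.46, FDR = 1.26e-15). MLP-300B (AT3G16440) followed with a log2 fold change of 4.81 (standard error 0.47, FDR = 6.18e-15), and both genes were targets of 18 of the 33 TFs. The strongest repression by HSFB2A was that of GSTF8 (AT2G47730), on chromosome 2 from 19556326 to 19559485, which fell from 589.7 ± 90.5 CPM in EV to 101.8 ± 15.2 CPM in the HSFB2A libraries (SD, n = 3 each), a log2 fold change of -2.53 (standard error 0.15, FDR = 2.95e-27). RGF5 (AT5G51451) had a log2 fold change of -2.49 (standard error 0.48, FDR = 2.97e-05). For VRN1, the induction of RHS17 (AT4G38390), on chromosome 4 from 17975776 to 17978380, was the largest, from 0.375 ± 0.373 CPM in EV to 8.15 ± 1.81 CPM in the VRN1 libraries (SD, n = 3 each), with a log2 fold change of 4.27 (standard error 0.58, FDR = 3.64e-08). ATL5 (AT3G62690) rose from 2.01 ± 0.228 to 28.8 ± 3.76 CPM (SD, n = 3 each), with a log2 fold change of 3.84 (standard error 0.52, FDR = 2.98e-08). Among the repressed targets of VRN1, MES18 (AT5G58310) had a log2 fold change of -1.76 (standard error 0.41, FDR = 0.00369) and GPAT7 (AT5G06090) one of -1.58 (standard error 0.40, FDR = 0.0108).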

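The transcript of each of the 33 TFs was higher in every one of its own libraries than in any other library. These counts come from the transfected construct and the chromosomal gene alike. The log2 fold change of a TF's own gene against EV ranged from 2.90 for HHO3 to 13.79 for CRF4, with a median of 8.29, and the highest FDR among the 33 was 2.12e-21. HHO3 was measured at 4189 ± 137 CPM (SD, n = 3) in its own libraries and already at 563 ± 18.4 CPM (SD, n = 3) in EV. CRF4 was measured at 27954 ± 2426 CPM (SD, n = 3) in its own libraries and at 1.93 ± 1.90 CPM (SD, n = 3) in EV. Over the 33 TFs, the log2 fold change of the TF and its number of targets had a Pearson's r of -0.0841 (p = 0.644) and a Spearman's rho of -0.102 (p = 0.571), both by a two-sided permutation test. Without CRF4 and bZIP3, the 2 TFs farthest from the median log2 fold change, r was -0.0471 (p = 0.799) and rho was -0.0669 (p = 0.720, permutation test). Within batches, rho was -0.381 over the 8 TFs of batch 3 (exact permutation test, p = 0.360) and -0.117 over the 9 TFs of batch 4 (exact permutation test, p = 0.776). It was 0.143 over the 6 TFs of batch 5 (exact permutation test, p = 0.803) and 0.429 over the 6 TFs of batch 6 (exact permutation test, p = 0.419), while batches 1 and 2 held too few TFs. Pearson's r within these batches lay between -0.237 and 0.148. After Benjamini-Hochberg adjustment over the 6 comparisons, every p of rho was 0.803 and every p of r was 0.946. Both coefficients were positive, at 0.0762 for rho and 0.101 for r, when batches 1 to 4 and batches 5 and 6 were fitted apart, a setting chosen after the values were seen.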

Additionally, we found that there are typically fewer direct regulated targets for a TF detected using TARGET, an in vivo assay, compared to the number of TF-bound targets identified in vitro by DAP-seq^5^ (Supplementary Fig. 6). Indeed, we show that our TARGET data can be used to refine in vitro TF-DNA binding edges to identify which TF–target interactions are likely to result in gene regulation within a plant cell. We found that only a fraction of TF-bound targets from DAP-seq^5^ are regulated by the TF in our root protoplast TARGET assay (Supplementary Fig. 6). However, we did uncover a significant enrichment of direct TF-regulated targets that are also TF-bound in vitro for 13/17 TFs with DAP-seq data^5^ (Supplementary Data 3).

To assess how direct regulated TF targets identified compare with TF targets identified in planta, we examined available in planta ChIP binding data for three TFs, WRKY18^36^, HB6, and HAT22^37^, and found large and significant overlap in each case, despite different experimental growth and treatment conditions (Table 1). 

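The comparison of TGA1 with the EV libraries of batch 2 gave 4137 targets, 1940 induced and 2197 repressed, in root cells. Supplementary Data 4 lists the genes changed by TGA1 overexpression in whole roots, and 1593 of them were among the genes tested in cells and not responsive to CHX. Of these, 458 were also TGA1 targets in cells, an odds ratio of 1.78 (one-sided Fisher's exact test, p = 1.07e-21). With replicate 1 of every group but FBH4 and HAT22 left out, the odds ratio was 2.19, the largest move among the alternatives. The largest induction by TGA1 in cells was that of AT2G03300, on chromosome 2 from 1003468 to 1004222, which rose from 0.0715 ± 0.0620 CPM in EV to 6.01 ± 0.660 CPM (SD, n = 3 each), a log2 fold change of 6.34 (standard error 1.04, FDR = 1.84e-06). AT5G23360, on chromosome 5 from 7861737 to 7862746, had a log2 fold change of 5.55 (standard error 0.53, FDR = 3.77e-15). The largest repression was that of AT5G57625, on chromosome 5 from 23337832 to 23338855, from 7.88 ± 1.32 CPM in EV to 0.0657 ± 0.0700 CPM (SD, n = 3 each), a log2 fold change of -6.74 (standard error 1.12, FDR = 1.67e-06). RHS18 (AT5G22410) had a log2 fold change of -4.50 (standard error 0.81, FDR = 1.44e-05) and was a target of TGA1 alone among the 33 TFs.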

Lastly, for TGA1, a well-studied TF in N signaling^26–28^, we observed a large and highly significant overlap (600 genes, *p* value = 1.78E−19, Fisher’s exact test) of direct regulated targets identified in root cells using the TARGET system, compared to DE genes resulting from TGA1 overexpression in roots of whole plants (Supplementary Data 4 and Supplementary Fig. 7) (see Methods). These results collectively support that the candidate direct TF targets identified using the TARGET assay in root cells are enriched in bona fide targets with in planta relevance.

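Of the genes regulated by TGA1 both in cells and in whole roots, 268 (58.5%, Wilson 95% confidence interval 54.0% to 62.9%) changed in the same direction in both (two-sided exact binomial test against 50%, p = 0.000311). Among the 167 that were induced in cells, 85 were also induced in whole roots, and among the 291 that were repressed in cells, 183 were also repressed in whole roots. Repressed genes were in the majority in both experiments. Independent directions would therefore agree in more than 50%, which the binomial test does not take into account. Of the 39 that changed at least 2-fold in both experiments, 22 (56.4%, interval 41.0% to 70.7%) changed in the same direction. The intervals cover counting error only. From the overlap with the genes that respond in whole plants, together with ChIP binding data not used here, the paper reasons that the targets found in root cells are enriched in targets with relevance in planta.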

**Table 1:** Direct regulated TF targets from cells significantly overlap with in planta TF binding

TF	Direct regulated targets in root cells (TARGET, this study)	In planta-bound targets (ChIP^36,37^)	No. of genes in overlap	% of genes in overlap	*p* value (Fisher’s exact test)
HAT22	2432	5902	1035/2432	43%	5.6e−56
HB6	2623	7503	1270/2623	48%	3.1e−42
WRKY18	698	805	159/698	23%	3.8e−78

*TF* transcription factor, *TARGET* Transient Assay Reporting Genome-wide Effects of Transcription factors, *ChIP* chromatin immunoprecipitation

### N × Time genes enriched in direct regulated targets of 33 TFs

The 33 N-early response TFs were selected based on their N × Time response in shoots and roots, or roots only, from the study by Varala et al.^29^ (Fig. 1b). We therefore examined whether the direct regulated targets of each TF identified in TARGET overlapped with N × Time-responsive genes in shoots or roots of whole plants. To do this, we calculated the N-response specificity for each TF by determining the percent of the target genes for a TF that are also N × Time-responsive genes in roots or shoots of whole plants (Fig. 2, see Methods). We also determined the influence of each TF on the N × Time genes (i.e., the percent of N × Time genes regulated by a particular TF) for each organ (Fig. 2, see Methods). The 33 TFs in Fig. 2 were ranked based on the N specificity Index^29^ of their validated targets (shown by color shading), a measure of the significance of the influence a TF has on the N × Time genes in each organ (see Methods). Overall, the targets of each of the 33 TFs significantly overlapped with the N × Time genes in shoots and/or roots of whole plants (Fig. 2). However, the ranking of TFs was organ specific. For instance, CRF4, a known TF in the N response in shoots^29^, and ERF5 (Fig. 2, green arrows) are examples of TFs whose direct regulated targets showed organ specificity for the shoot N × Time genes. Conversely, the targets of NAP and the known N-response regulator LBD37^31^ (Fig. 2, orange arrows) showed specificity for root N × Time genes (Fig. 2, brown arrows). Finally, TFs that our study now implicates in the N response, e.g., bZIP3 and RAV1, controlled a significant number of genes that respond to N treatment in both shoots and roots (Fig. 2, black arrows).

### TF–target edges validate a network regulating N processes

The above TARGET results ranked the 33 N-early response TFs according to their individual roles in regulating genes in the N responses in planta (Fig. 2). We next asked how this set of TFs work together in mediating the N response. Collectively, these 33 TFs regulate 88% of the N × Time geneset in roots (1288/1458 genes; *p* value = 1.55E−67, Fisher’s exact test), and 88% of the N × Time geneset in shoots (1785/2020; *p* value = 5.65E−45 Fisher’s exact test) (Supplementary Table 1). To gain further insight into their collective influence, we explored the network topology for the 33 TFs and their genome-wide targets. To do this, we compared the distribution of TF–target edges within the validated TARGET network for the 33 TFs (Fig. 3a, orange bars), to a network that contains the same TFs and targets but with randomized edges (Fig. 3a, gray bars). The distribution of edges in the validated TARGET network differs significantly from the randomized network. Specifically, compared to the random network, the validated TF–target network contains significantly (*p* value < 0.001, permutation test) more targets that were unique (targeted by only one or two of the TFs) as well as shared (targeted by ≥10 TFs) (Fig. 3a).

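In the network built from the deposited counts, 6695 targets had edges to 1 or 2 TFs, against a mean of 2438 (range 2321 to 2541) in 1000 networks in which each TF kept its number of targets but drew them at random from all targets (permutation test, p = 0.001, the smallest that 1000 networks can give). Targets with edges to 10 or more TFs numbered 1535, against a mean of 71.2 (range 48 to 97, p = 0.001 by the same permutation test). The largest move came without replicate 2, which left 252 targets with edges to 10 or more TFs against a mean of 0.747 in the randomized networks. Since the TFs of a batch were compared with the same EV libraries, networks were also drawn in which the calls of a batch stayed together, and these held a mean of 707.5 targets with edges to 10 or more TFs (range 650 to 764).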

**Fig. 3:**
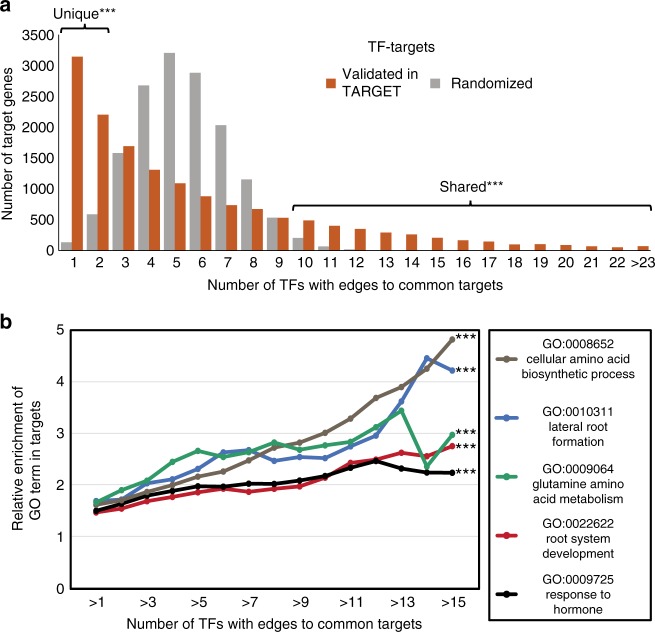
Nitrogen (N)-early response transcription factors (TFs) coordinate a connected network of N-related genes. **a** TF–target edges identified by TARGET (Transient Assay Reporting Genome-wide Effects of Transcription factors) in root cells for the 33 N-early response TFs were used to construct a validated network (orange bars). This validated TF–target network resembles a scale-free distribution, with significantly more unique targets (edges to 1 or 2 TFs) or shared targets (edges to 10 or more TFs), compared to a network which contains the same TFs and targets but with randomized edges (gray bars) (*n* = 1000). **b** Enrichment of gene ontology (GO) terms for N-related processes increases as the number of TFs regulating the set of target genes increases. Significance was tested by calculating a figure of merit, called Focus, for the validated TF–target network and comparing it to the Focus values of randomized networks (*n* = 1000) in which the edges within the validated network were shuffled. (***p value *<* 0.001, permutation test) (see Methods). Source data of Figs. 3a and 3b are provided as a Source Data file

We next asked whether the shared targets of the 33 N-early response TFs are enriched for N-related processes. To test this, we calculated the enrichment for Gene Ontology (GO) terms (see Methods). This analysis showed that the collective targets of the 33 TFs were enriched in GO terms such as: N compound metabolic process, cellular amino acid biosynthesis, lateral root formation, and response to hormone (Supplementary Data 5). Additionally, enrichment of N-related GO terms increased as the number of TFs with edges to a set of common targets increased (Fig. 3b). To test whether this increased enrichment is significant, we devised a figure of merit, which we call Focus (see Methods). The Focus for a TF–target network is greater with respect to set of genes (e.g., GO term) when TFs have more edges to that set of genes. This test determines the probability that the Focus calculated from the edges in the TARGET validated network is higher than we would expect to see by chance. For the network of all validated targets of the N-early response TFs, the Focus for each of the GO terms was significantly greater than for the randomized networks (*p* value < 0.001, permutation test) (Fig. 3b).

We also examined how each of these 33 TFs influence the expression of genes involved in N use, including N uptake and assimilation, by plotting a heatmap of the effect each TF had on the expression of these genes (Supplementary Fig. 8). 

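Of the 61 genes of N use shown in Supplementary Fig. 8, 59 could be matched to a gene identifier, 39 of N reduction and assimilation and 20 of N transport. Genes of N reduction and assimilation were targets of 6.85 ± 5.03 TFs (SD, n = 39 genes) and genes of N transport of 2.70 ± 4.03 TFs (SD, n = 20 genes), a difference of 4.15 TFs per gene (two-sided permutation test of the gene labels, p = 0.00235). These genes are not independent replicates. In all, 267 edges led to genes of N reduction and assimilation, 103 of them inductions, and 54 to genes of N transport, 29 of them inductions. The difference fell to 2.11 TFs per gene without replicate 2. The 2 groups differed in expression, as the median over genes of the mean count per library was 374.8 in N reduction and assimilation and 18.8 in N transport. When the mean number of TFs of genes of like expression was subtracted from each of the 39 and 16 genes that entered the fit and are not CHX-responsive, the difference was 0.792 TFs per gene (two-sided permutation test, p = 0.411). Nitrate reductase NIA2 (AT1G37130) was the gene with the most TFs, 21, and 18 of these repressed it. GLN1.2 (AT1G66200) was a target of 17 TFs, 11 of which induced it, and GLN1.3 (AT3G17820) of 16, 14 of which repressed it. ASN1 (AT3G47340) was induced by 10 TFs and NIT2 (AT3G44300) by 11, and neither was repressed by any. Among the transporters, NRT1.2 (AT1G69850) had the most TFs, 13, and 11 of these repressed it, while 10 transporter genes had none. Of the latter, AMT1.2, AMT1.4 and AMT1.5 were not tested and NPF4.1 is CHX-responsive, so they could have none. They are counted in the mean of 2.70 TFs.

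**Figure D1:**
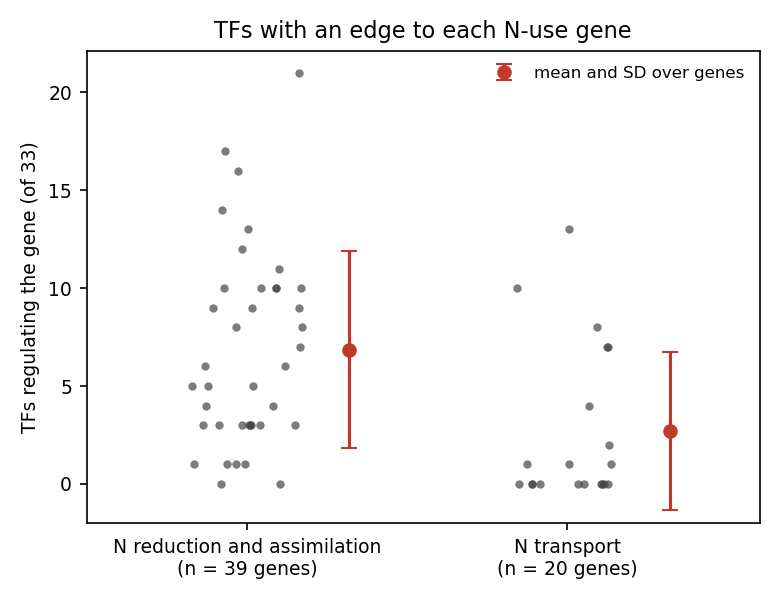
Number of TFs, out of 33, that regulate each gene of N use, by group. Each grey point is 1 gene. The red dots beside them give the group means of 6.85 and 2.70 TFs, with error bars of 1 SD over genes. The gene with 21 TFs is NIA2.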

Overall, this set of 33 TFs regulated genes involved in N use more at the level of N reduction and assimilation, compared to N uptake/transport (Supplementary Fig. 8). This finding is consistent with the high enrichment of the cellular amino acid biosynthesis GO term in the shared targets of the 33 TFs (Fig. 3b). These TARGET results can also help define which edges detected from in vitro TF-DNA binding experiments may lead to functional gene regulation. Specifically, our results suggest that TF target binding studies may underestimate (Y1H^28^), or overestimate (DAP-Seq^5^), TF–target interactions within the N-metabolism network, in comparison to the functionally regulated TF targets we identified in root cells using the TARGET assay (Supplementary Fig. 9).

### *Cis*-motifs for a TF are linked to induction or repression

We next used our TARGET data on the direct regulated targets of the 33 N-early response TFs to filter the in vitro TF-DNA binding data for functional regulation in vivo. 

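All 33 TFs had both induced and repressed targets in the fit to the deposited counts, and 32 of 33 did without replicate 2. Induced genes made up between 34.4% (HYH) and 96.3% (CRF4) of a TF's targets. CRF4 had 154 induced and 6 repressed targets. The next highest shares of induced targets were those of VRN1, with 327 induced and 170 repressed (65.8% induced), and NAC4 (62.3%). The lowest shares after HYH were those of HHO3 (39.9%) and DIV1 (40.8%). The share of DIV1 depended on the fit, at 49.7% with the size factors of DESeq2 in edgeR and 61.02% with each TF fitted in its own batch only. With DESeq2 in place of edgeR, BEE2 had the lowest share (31.2%) and HYH had 39.0%. The share of NAC4 was then 53.1%, below those of TCP23 (61.9%) and MYB61 (60.7%), among others. HSFB2A had 2127 induced and 2284 repressed targets, and 1798 and 2782 with DESeq2.

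**Figure D2:**
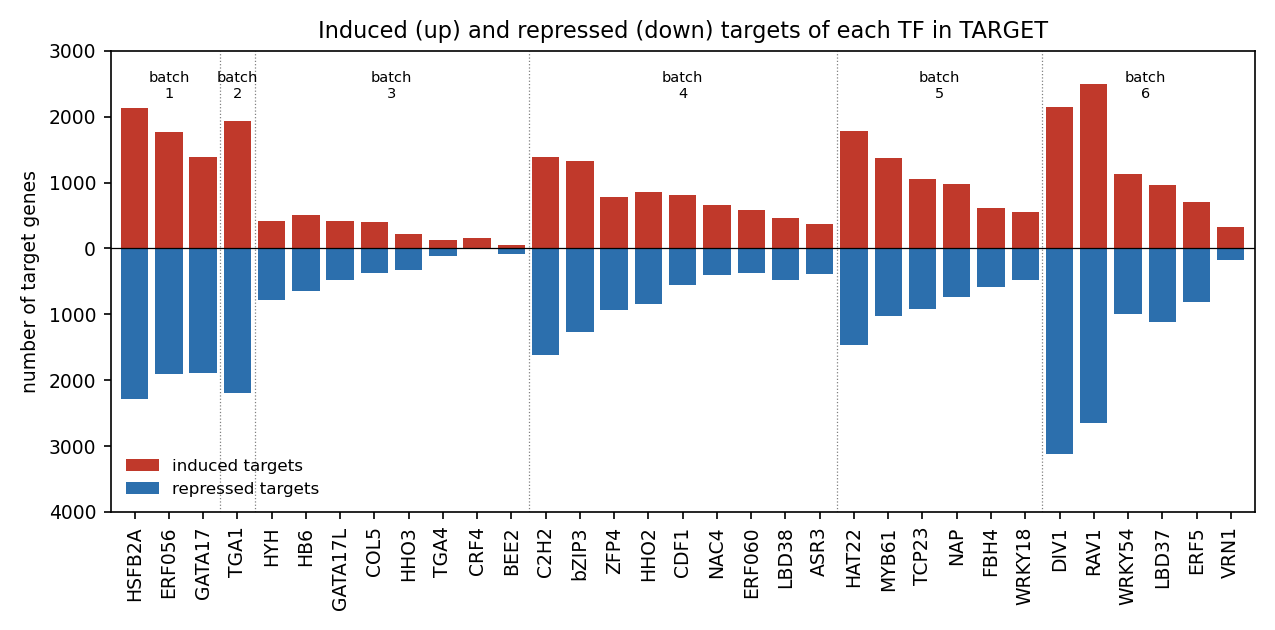
Number of induced and repressed targets of each of the 33 TFs, by TF. Bars start at 0, induced targets point up and repressed targets down, and the extremes in total are DIV1 with 5273 targets and BEE2 with 141.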

Notably, each of the 33 TFs acted as both an inducer or as a repressor of distinct sets of target genes (Fig. 4 and Supplementary Data 2). Because of this duality of TF function, we were able to classify known *cis*-binding motifs based on their association with the direction of gene regulation, e.g., induction or repression. We performed this analysis for the 21/33 TFs that have *cis*-binding motif data from DAP-seq^5^ (34 *cis*-motifs), Cis-BP^38^ (16 *cis*-motifs), PBM^39^ (3 *cis*-motifs), or in vivo ChIP^37^ (4 *cis*-motifs). We searched for enrichment of these known *cis*-motifs for each TF in distinct gene regions of induced or repressed direct regulated targets for each TF (Fig. 4, see Methods). For 19/21 TFs and 50/57 *cis*-motifs, we found a significant enrichment (FDR < 0.05, Fisher’s exact test) of at least one *cis*-motif in at least one gene region in the direct TF-regulated targets. When we used all regulated TF targets combined (e.g., induced and repressed), only 15/21 TFs in our study and 40/57 unique *cis*-motifs showed *cis*-motif enrichment (Supplementary Data 6).

**Fig. 4:**
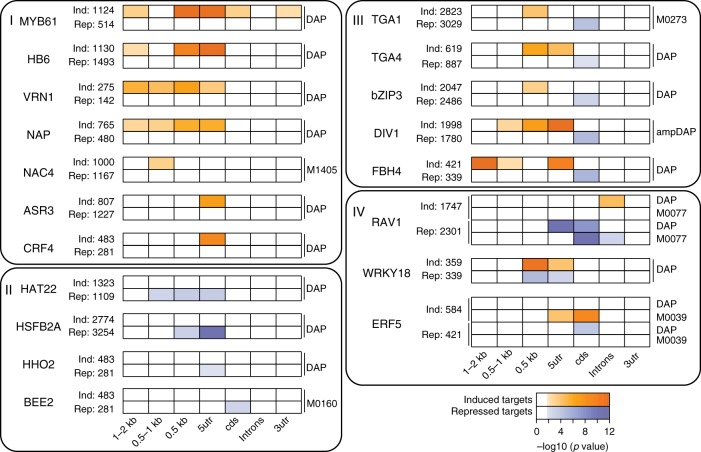
*Cis*-motif enrichment in distinct genic regions is associated with transcription factor (TF) induction or TF repression. TF perturbation assays of the 33 nitrogen (N)-early response TFs in root cells reveals that each TF can act both as an inducer and a repressor of direct target genes (number of targets indicated to the right of TF name). Enrichment analysis revealed that TF *cis*-binding motifs are often specific to a particular type of regulation (e.g., induction vs. repression). *Cis*-motif data available for 21/33 TFs enabled us to classify these TFs into four groups. Targets identified by the cell-based TARGET (Transient Assay Reporting Genome-wide Effects of Transcription factors) assay uncovered TFs whose known *cis*-motifs are associated with induction of targets (group I) and TFs with *cis*-motifs associated with repression of targets (group II). Another group of TFs (group III), including all the bZIP family members in this study, showed *cis*-motif enrichment in the promoter or 5’ untranslated region (UTR) of induced targets, while repressed targets only were enriched for the *cis*-motif in the coding sequence (CDS). The final set of TFs (group IV) showed enrichment of their known *cis*-motifs in the overlapping regions of both induced and repressed targets. HHO3 and TCP23 showed no enrichment of their *cis*-motifs in any region and are not shown. One or two representative motifs for each TF from the following sources are shown: DNA affinity purification sequencing (DAP-seq)^5^ with genomic DNA (DAP), DAP-seq with PCR-amplified gDNA (ampDAP), and Cis-BP^38^ (labeled with motif ID). Orange shading (induced targets) and blue shading (repressed targets) represents the enrichment of motifs as calculated using the AME tool within the MEME suite^69^, with *p* values determined using Fisher's exact test. Results for all *cis*-motifs can be found in Supplementary Data 6

Typically, we detected enrichment of known *cis*-motifs for each TF in the proximal promoter or 5’ untranslated region (UTR) (Fig. 4). However, for some *cis*-motifs, we also found enrichment in other gene regions such as the coding sequence (CDS), introns, or 3’UTR (Fig. 4), which has been previously reported^5,40^. 

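The sequence of the 500 bp upstream of a gene was scanned for an exact match, on either strand, to the conserved core of the consensus of the cluster that holds the TF's own motif (Supplementary Data 8 and 9). Position weight matrices were not used here, and gene regions other than the promoter were not scanned. Of the 19 TFs with such a cluster, 7 had their core enriched in the induced targets alone (one-sided Fisher's exact test with Benjamini-Hochberg adjustment) and 2 in the repressed targets alone, while 10 had it in neither. No outcome but the last was open to ASR3, whose core occurs in 0 of 21360 background promoters, and for HHO2 and HHO3 only 1 of 2 cores could be tested, since the other occurs in 21359 of the 21360. The core of HB6 was in 63.9% of promoters of its induced targets, in 54.6% of those of its repressed targets and in 51.6% of the background promoters (FDR = 2.41e-06 and 0.549). For HAT22, which shares that cluster, the share was 57.2% in repressed targets and 52.4% in induced targets (FDR = 0.000437 and 1). The core shared by HB6 and HAT22 was also enriched in targets of TFs of other families, RAV1 and TGA1 among them, so it does not single out either. VRN1 had its core in 84.7% of induced against 72.9% of background promoters (FDR = 4.03e-05), and MYB61 in 92.8% against 89.7% (FDR = 0.00209). Of the 2 cores of HSFB2A, that of cluster 25 was in 5.74% of promoters of repressed targets against 4.37% of the background (FDR = 0.0285). HHO2 and HHO3 share this cluster, so its core does not single out HSFB2A, and the other core of HSFB2A occurs in 4 background promoters, too few for a test. The core of 1 of the clusters of NAP occurs in 1 background promoter. TCP23 had its core in 1.42% of induced against 0.562% of background promoters (FDR = 0.0338). For DIV1, the shares were 26.6% in induced targets and 22.7% in the background (FDR = 0.000425), and for TGA1 3.66% and 2.36% (FDR = 0.00742), with 2.50% in the repressed targets of TGA1 (FDR = 1). An enrichment in one direction and not in the other does not by itself show that the directions differ, and this difference was not tested. With the size factors of DESeq2 in edgeR, 6 TFs had the core enriched in induced targets alone. TCP23 lost its enrichment there, with DESeq2 in place of edgeR and with the replicate number as a block. With the lower-case letters of a consensus read as any base, HAT22, NAP and TGA1 lost theirs, and TGA4 and bZIP3 had it in induced targets alone. TGA4 also had it there with DESeq2, with the replicate block and with each TF fitted in its own batch only. In the last of these fits, the core of HB6 was enriched in induced and in repressed targets.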

Unexpectedly, for 11/21 TFs, their known *cis*-motif was enriched exclusively in either induced TF targets (group I) or repressed TF targets (group II) (Fig. 4). Another unexpected finding was that a set of 5 TFs (group III) showed enrichment of their *cis*-binding motif in the promoter and 5’UTR for induced targets; however, for repressed targets, the *cis*-motif was enriched only in the CDS (Fig. 4). 

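In the promoters of RAV1, WRKY18 and ERF5 targets, the exact cores of their own clusters were not enriched in either direction at the FDR threshold. The nearest was WRKY18, whose core was in 5.79% of promoters of its repressed targets and 4.87% of those of its induced targets, against 3.38% of the background (FDR = 0.103 and 0.416, unadjusted p = 0.00420 and 0.0376 by one-sided Fisher's exact test). One of the cores of RAV1 was in 4.24% of promoters of induced targets and 3.28% of those of repressed targets, against 3.64% of the background (FDR = 0.499 and 1). The other RAV1 core occurs in 90.6% of background promoters and can show little enrichment. It was in 89.65% of promoters of induced and 90.1% of those of repressed targets, not above the background. For ERF5, one core was in 7.43% of promoters of induced targets and 6.89% of those of repressed targets, against 5.94% (FDR = 0.507 and 0.794).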

Lastly, three transcription factors, RAV1, WRKY18, and ERF5 (Group IV), displayed enrichment of their *cis*-binding motifs in the same overlapping region for both induced and repressed targets (Fig. 4). We note that the results of our *cis*-binding motif enrichment analysis were similar when we first filtered for accessible chromatin in the 500 bp promoter, as determined in *Arabidopsis* roots by  DNase I hypersensitivity^40^ (Supplementary Data 7). Additionally, the above *cis*-motif enrichment results were also supported when in vitro TF binding (DAP-seq^5^) are intersected with the induced and repressed direct regulated TF targets (Supplementary Data 3).

We next addressed whether the direct regulated TF targets that are not enriched in a known *cis*-binding motif for that TF physically associate with the TF in vivo. To do this, we intersected the induced and repressed regulated targets with in planta-bound targets identified using available ChIP-seq data for HB6 and HAT22^37^ (Supplementary Table 2). For both of these TFs, the induced and repressed direct regulated TF targets overlapped significantly with the in planta TF-bound targets (Supplementary Table 2). This result suggests that either there is an as yet unidentified secondary *cis*-motif or that the TF binds to the target via TF–TF interactions. The latter interpretation is supported by the identification of TF partner elements described below.

### Partner TF *cis*-motif clusters are enriched in TF targets

We next sought to identify putative TFs partners that may work together with the 33 N-early response TFs to coordinate gene regulation in the dynamic N × Time response network. To do this, we looked for enrichment of *cis*-motifs for any TF in direct regulated targets of the 33 TFs. Given the large number of plant TF-binding *cis*-motifs from high-throughput methods such as DAP-seq^5^ and PBM^38,39^, and the fact that TFs from the same family often have similar *cis*-motifs, searching for each of the 1282 available *cis*-motifs is impractical. Therefore, we used the RSAT matrix-clustering tool^41^ on all of these known *cis*-motifs and identified 80 *cis*-motifs clusters (Supplementary Fig. 10). *Cis*-motifs from TFs belonging to the same family generally fell into the same *cis*-motif cluster, as seen previously for smaller sets of motifs^5,42^. For each *cis*-motif cluster, we obtained a consensus *cis*-motif (CCM) and corresponding position weight matrix (PWM)^41^ (Supplementary Data 8 and 9).

Using the PWM for each of the 80 *cis*-motif clusters, we looked for enrichment of each CCM in the 500 bp promoter (Fig. 5) and gene body (Supplementary Fig. 11) of the induced vs. repressed direct regulated targets of the 33 TFs. This analysis uncovered *cis*-motif enrichment in at least one of these regions for 30/33 TFs. 

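Exact cores of the 80 cluster consensus sequences were searched in 500 bp promoters of 22758 genes. At least 1 core was enriched in the induced or the repressed targets of 31 of the 33 TFs, with 158 enriched combinations of TF, direction and cluster (one-sided Fisher's exact test, Benjamini-Hochberg adjustment over all combinations). Clusters 6 and 39 have the same core, and with such repeats counted once there were 148 enriched combinations. With the lower-case letters of each consensus read as any base, this held for 29 TFs and 121 combinations, or 112 with repeats counted once. Gene bodies were not scanned. From motifs of other families enriched among the targets, the paper proposes partner TFs.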

Often, an enriched CCM represented a cluster for a TF family different from the TF tested in TARGET itself, pointing to the involvement of putative TF–TF interactions in gene regulation. This hypothesis is supported by validated protein–protein TF interactions^43–47^ between several of the 33 TFs assayed in TARGET and TF family members from the other *cis*-motif groups revealed by CCM enrichment analysis (Fig. 5 and Supplementary Fig. 11, black circles).

**Fig. 5:**
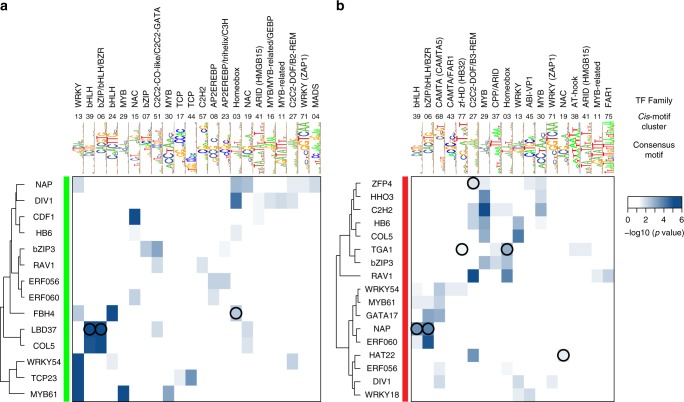
Direct regulated transcription factor (TF) targets are enriched for *cis*-motif clusters of partner TFs. Heatmap of enriched consensus *cis*-motifs for the 80 *cis*-motif clusters (columns) in the 500 bp promoter of the **a** induced and **b** repressed direct regulated targets of the 33 nitrogen (N)-early response TFs. The consensus *cis*-motif (CCM) logo, cluster number, and family representation for each CCM is shown above. Instances where there is a validated interaction between the TF under study and another TF within a family represented by the enriched CCM cluster are marked by a black circle. Of the 33 TFs validated in TARGET, only TFs with enrichment of any of the 80 CCMs in the 500 bp promoter are shown. *Cis*-binding motif clusters were determined using *cis*-motifs for *Arabidopsis* transcription factors collected from DNA affinity purification sequencing (DAP-seq)^5^, Cis-BP^38^, and protein binding microarrays (PBM)^39^. Blue shading represents *p* values calculated using Fisher’s exact test and false discovery rate (FDR) corrected. Source data of Fig. 5a, b are provided as a Source Data file

### Functional validation of a time-inferred N-response network

We next sought to expand our GRN of the N × Time response in roots beyond the direct regulated targets of the 33 N-early response TFs validated using TARGET (Fig. 2). To do this, we used our validated TF–target data to refine the precision of a GRN predicted from fine-scale time-series transcriptome data of N treatment in roots^29^ using dynamic factor graphs (DFG)^48^. DFG is a machine-learning method that can use time-series data to estimate the quantitative influence of TFs at time *t* on target genes at time *t* + 1^48^. This DFG approach has been used to learn network models that can predict gene expression states at future time points, even when few time points are tested^29,49^. In our application, the resulting DFG predictions provided an edge score, or measure of influence, for 145 TFs on every target gene in the root N × Time network, totaling 211,410 TF–target edges.

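Without ZFP4, HSFB2A, TCP23 and HB6, the remaining 29 TFs had 53683 TF–target edges in the fit to the deposited counts.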

To refine these time-based TF–target predictions, we used 71,836 validated TF–target edges for 29/33 TFs to calculate a precision threshold for the DFG predicted edges. This enabled us to set an edge score to prune the DFG network^1^ and retain only high-confidence TF–target edges involved in the root N response. Four of our 33 TFs—ZFP4, HSFB2A, TCP23, and HB6—were excluded from this analysis, as they did not meet the stringent threshold (FDR < 0.01) used to select the N × Time genes for DFG predictions^29^. The results of this precision/recall (PR) analysis showed that the area under precision recall (AUPR) for the TF–target predictions in the DFG predicted GRN (0.2372) was significantly greater than for 1000 random PR curves (mean = 0.1948) (Fig. 6 and Table 2). 

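The list of DFG edges in Supplementary Data 10, as used here, holds 1998 edges, of which 308 lead from 28 of the 29 TFs to 108 targets. Of these, 55 (17.9%) were TF–target edges in root cells. When each TF drew the same number of edges at random from the listed targets, a mean of 17.0% were (permutation test, one-sided, p = 0.338). The precision came to 27.6% (p = 0.0396 by the same permutation test) in a model with the replicate number as a block, that is, with same-numbered libraries of a batch treated as paired. The 4865 edges of the pruned network below the listed ones, and the scores, were not analysed here, so no precision and recall curve was drawn. The share of 17.9% is thus that of the listed edges and not of the whole pruned network.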

From the PR curve generated using the validated edges of 29 TFs, we chose a precision threshold cut-off of 0.32—the point at which the curve begins to flatten out—to filter the GRN for high-confidence TF–target edges. Our precision cut-off score of 0.32 (i.e., ~1/3rd of predicted edges are validated) is of comparable scale to the 0.50 precision achieved using an ensemble approach of multiple network inference methods in simpler microbial systems^1^. At this precision cut-off, the resulting pruned GRN was comprised of 6863 total high-confidence edges between 145 TFs and 311 targets in the root N × Time response network (Table 2, Supplementary Fig. 12 and Supplementary Data 10).

**Fig. 6:**
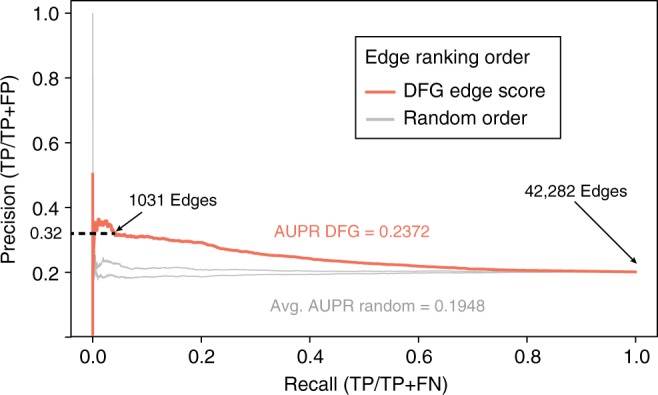
Validation of a time-inferred network using area under precision recall analysis. Genome-wide regulated targets of 29 transcription factors (TFs) captured in root cells using the TARGET (Transient Assay Reporting Genome-wide Effects of Transcription factors) system (Fig. 2, Supplementary Data 2) were used to calculate the precision and recall of the dynamic factor graph (DFG) inferred gene regulatory network (GRN) based on N × Time response genes in roots. Area under precision recall (AUPR) analysis demonstrates that the ranking of edges in the DFG time-inferred network (orange line) is significantly better (*p* value *<* 0.001, permutation test) than randomizing the order of edge rankings (*n* = 1000) (gray lines represent random networks with highest and lowest AUPR). From this plot a 0.32 precision cut-off was chosen as the highest value before the curve flattens. TP true positives, FP false positives, FN false negatives. Source data are provided as a Source Data file

**Table 2:** Precision and recall pruning of a time-inferred network using TF–target validation

Validated network measures	Value
Area under precision recall (validated network)	0.2372
Area under precision recall (random network average)	0.1948
Validated AUPR *p* value (permutation test)	<0.001
Precision threshold for network pruning	0.32
Edge score threshold for pruned network	0.88242
Number of edges (pruned/total)	6836/211,410
Number of TFs (pruned/total)	145/145
Number of targets (pruned/total)	311/1458

*TF* transcription factor, *AUPR* area under precision recall

To evaluate the individual contribution of each TF to the edge pruning in the GRN, we calculated precision, recall, and *F*-score (harmonic mean of precision and recall^50^) for each of the 29 TFs within the pruned DFG network individually (Supplementary Table 3). While there was variation in all three metrics for each of the 29 TFs, the mean precision, recall, and *F*-score among all 29 TFs was 0.393, 0.149, and 0.17, respectively (Supplementary Table 3). These values are close to weighted values for the precision, recall, and *F*-score calculated from the TARGET edges for all 29 TFs combined (Supplementary Table 3). This result indicates that the collective PR measures are not biased towards a few TFs with many edges. Importantly, the 95% confidence intervals for precision (0.320–0.465), recall (0.064–0.204), and *F*-score (0.14–0.20) indicate that the TF–target edges predicted by DFG for the remaining 116 TFs in the N × Time network and their 311 targets are also likely to be true for ~1/3rd of the high-confidence TF–target edge predictions.

### Network Walking charts paths from direct to indirect targets

Finally, we performed an analysis that integrates the validated TF–targets edges for 33 N-early response TFs from TARGET with the high-confidence edges for the 116 untested TFs in the pruned GRN and in planta TF perturbation data. In an approach called Network Walking (Fig. 7a), we used these combined datasets to chart a path for a TF_1_ from its direct regulated targets in root cells, to its indirect regulated targets in planta via intermediate TF_2_s. As proof of concept, we demonstrated how Network Walking revealed the network paths and mode of action for two important regulators of the N response in planta—TGA1^26–28^ and CRF4^29^ (Fig. 7b, c). The TF perturbation data used in this Network Walking analysis included direct targets that respond to the TF in cells (e.g., in TARGET) (Supplementary Data 2), and those that respond to TGA1 (this study, Supplementary Data 4) or CRF4 overexpression in planta (Varala et al.^29^, Supplementary Data 11).

**Fig. 7:**
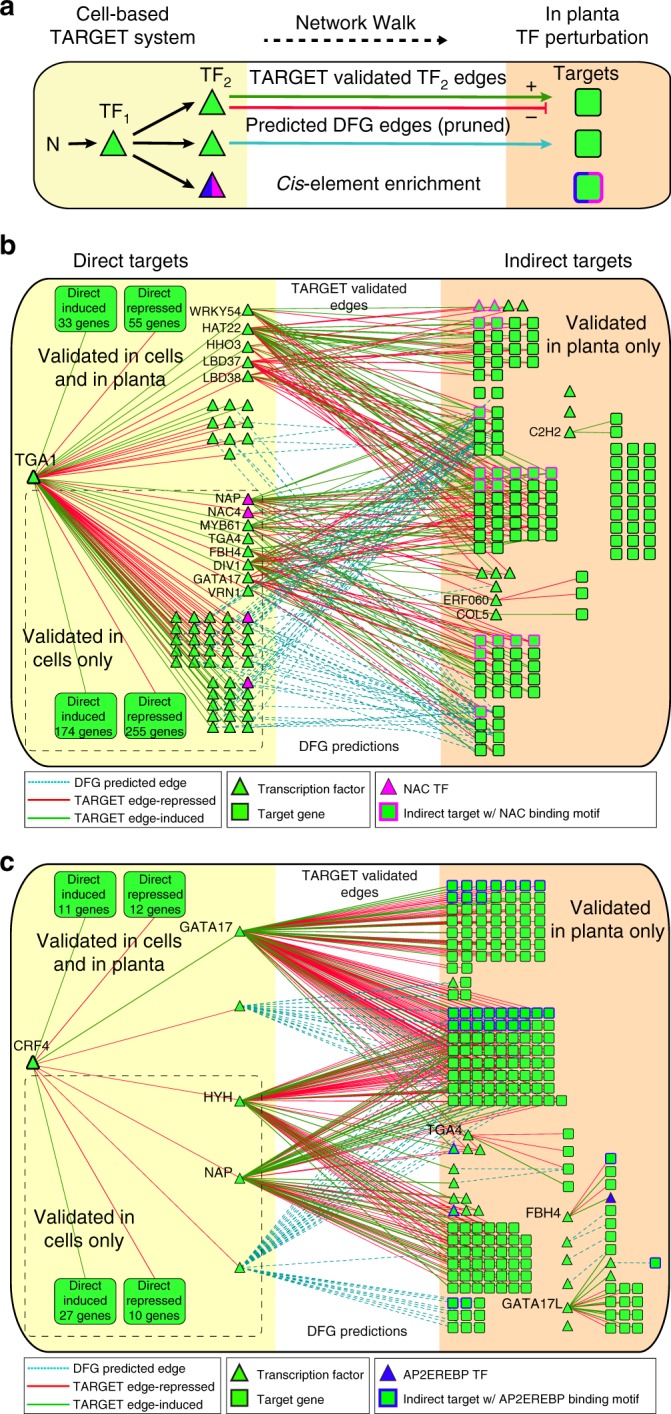
Network Walking charts a path from direct to indirect transcription factor (TF) targets. **a** A schematic representation of the Network Walking approach used to connect direct TF targets identified in cells to the indirect targets identified only in planta. Example of Network Walks from direct targets identified in cells (yellow shaded region), to indirect targets identified only in planta (orange shaded region) for **b** TGA1 and **c** CRF4. Edges connecting the indirect targets back to TGA1/CRF4 through their direct TF_2_ targets come from validated TARGET (Transient Assay Reporting Genome-wide Effects of Transcription factors) edges as well as from high-confidence edges from the pruned time-inferred dynamic factor graph (DFG) network. Enrichment of the consensus cis-motif for the 80 clusters (Supplementary Fig. 10 and Supplementary Data 8) in the 500 bp promoters and gene body of the indirect targets of TGA1 and CRF4 was assessed. The most significant cluster onsensus *cis*-motif (CCM) in indirect targets of TGA1 was for *cis*-motif cluster 15 (NAC family) in the gene body. For CRF4, the CCM for cluster 8 (AP2EREBP) was enriched in the gene body of CRF4 indirect targets. The network shown is limited to TFs and targets that respond to N × Time in Varala et al.^29^. For clarity, edges to target genes include only the top three validated edges based on fold change, and top ten predicted DFG edges based on edge score

In Network Walking, the first step is to use the direct regulated targets of TF_1_ (e.g., TGA1 or CRF4) identified using the TARGET assay to identify which DE genes from in planta perturbation are direct vs. indirect TF_1_ targets. In the TGA1 example, the TARGET assay showed that TGA1 directly regulated 580 root N × Time genes (Fig. 7b, yellow box), including 104 direct target genes that also respond to *TGA1* overexpression in planta. 

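Of the other 32 TFs, 15 were direct targets of TGA1 in the fit to the deposited counts. Induced by TGA1 were MYB61, WRKY54, GATA17, NAP, FBH4, TGA4, HAT22 and HHO3, and repressed were HYH, TCP23, LBD37, VRN1, HB6, DIV1 and LBD38. MYB61 (AT1G09540) rose most, from 1.38 ± 0.387 CPM in EV to 5.49 ± 0.602 CPM in the TGA1 libraries (SD, n = 3 each), a log2 fold change of 2.04 (standard error 0.36, FDR = 6.12e-06). NAP (AT1G69490) rose from 163.6 ± 10.2 to 302.5 ± 27.5 CPM (SD, n = 3 each), a log2 fold change of 0.89 (standard error 0.11, FDR = 2.49e-10). TGA4 (AT5G10030) had a log2 fold change of 0.73 (standard error 0.11, FDR = 2.05e-07). The largest fold changes among the repressed were those of HYH (AT3G17609; log2 fold change -0.98, standard error 0.34, FDR = 0.0277) and TCP23 (AT1G35560; log2 fold change -0.83, standard error 0.26, FDR = 0.0148). BEE2, ERF5 and HHO2 also passed the test in the TGA1 libraries but are among the CHX-responsive genes removed from the targets. The set of N × Time genes was not used here, so these numbers are genome-wide.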

The second step is to connect a path from TF_1_—via a TF_2_—to the TF_1_ indirect targets which only respond in planta. To connect TGA1 to its indirect targets, we used validated TF_2_ direct target edges from TARGET assays (Fig. 2), as well as the high-confidence TF_2_target edges for 116 TFs from the pruned DFG network (Supplementary Fig. 12 and Supplementary Data 10). 

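Of the genes listed for TGA1 overexpression in whole roots and tested in cells, 1135 were not TGA1 targets in cells. The list as used here leaves out 3 rows of Supplementary Data 4. Of these, 678 (59.7%) were targets of at least 1 of the tested TF2s that TGA1 regulates, compared with 46.9% of the 16213 remaining genes that were not TGA1 targets (one-sided Fisher's exact test, p = 3.25e-17). Without replicate 1, when 8 tested TF2s remained, the share was 35.2% against 19.8% (p = 5.55e-35 by the same exact test). The genes compared were not matched on expression, and TFs that TGA1 does not regulate were not compared. The higher share therefore does not single out paths through these TF2s. Links through predicted DFG edges were not computed here.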

Using this approach, we could link 76% of indirect TGA1 targets in planta (101/133) back to TGA1 through 49/63 direct TF_2_ targets of TGA1. The set of 63 direct TF_2_ targets of TGA1 includes 13 TF_2_s whose direct regulated targets have been validated in TARGET (Fig. 2 and Supplementary Data 2), and 36 TF_2_s with high-confidence DFG predicted edges to indirect targets of TGA1. To further determine which of these intermediate TF_2_s are most important in relaying the N signal downstream of TGA1, we used the 80 *cis*-motif clusters (Supplementary Fig. 10 and Supplementary Data 8 and 9) to perform analysis of CCM enrichment in TGA1 indirect targets. This analysis showed that the most enriched CCM in the TGA1 indirect targets corresponds to cluster 15 (NAC family) which is enriched in the gene body (FDR = 7.9E-5, Fisher’s exact test) of TGA1 indirect targets.

We also performed a similar Network Walk for CRF4, and found that—by contrast to TGA1—relatively few N × Time genes are directly controlled by CRF4 (65 genes), yet the number of N × Time root genes that respond to CRF4 overexpression in planta (247 genes) is similar to the number responding to TGA1 overexpression in planta (208 genes) (Fig. 7b, c). 

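CRF4 had 160 targets in root cells, 102 of which were among the 1839 tested genes listed for CRF4 overexpression in planta (Supplementary Data 11, of which the 1998 genes with the lowest p-values were used here and 1324 further rows were not used here), an odds ratio of 19.8 (one-sided Fisher's exact test, p = 1.51e-68). Of the shared genes, 101 (99.0%, Wilson 95% confidence interval 94.7% to 99.8%) changed in the same direction in both experiments, and 100 of these were induced in both. This share was higher than that of TGA1 (two-sided Fisher's exact test, p = 1.05e-19). The 2 lists were not cut alike, since only 3 rows were left out for TGA1. Of the 102 shared CRF4 genes, 101 were induced in cells. The share of induced genes on the CRF4 list was not computed, so the agreement that independent directions would give is not known. The effects of CRF4 in cells were small. After GATA17L, the largest induction was that of AT5G22440, on chromosome 5 from 7435065 to 7436769, from 4.52 ± 0.637 CPM in EV to 10.0 ± 0.890 CPM in the CRF4 libraries (SD, n = 3 each), a log2 fold change of 1.14 (standard error 0.23, FDR = 0.00161). The strongest repression was that of EARLI1 (AT4G12480), from 82.0 ± 29.1 to 31.9 ± 15.1 CPM (SD, n = 3 each), a log2 fold change of -1.36 (standard error 0.28, FDR = 0.00244), followed by AZI1 (AT4G12470) with a log2 fold change of -1.33 (standard error 0.32, FDR = 0.0167). Without replicate 2, 3 targets of CRF4 remained.

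**Figure D3:**
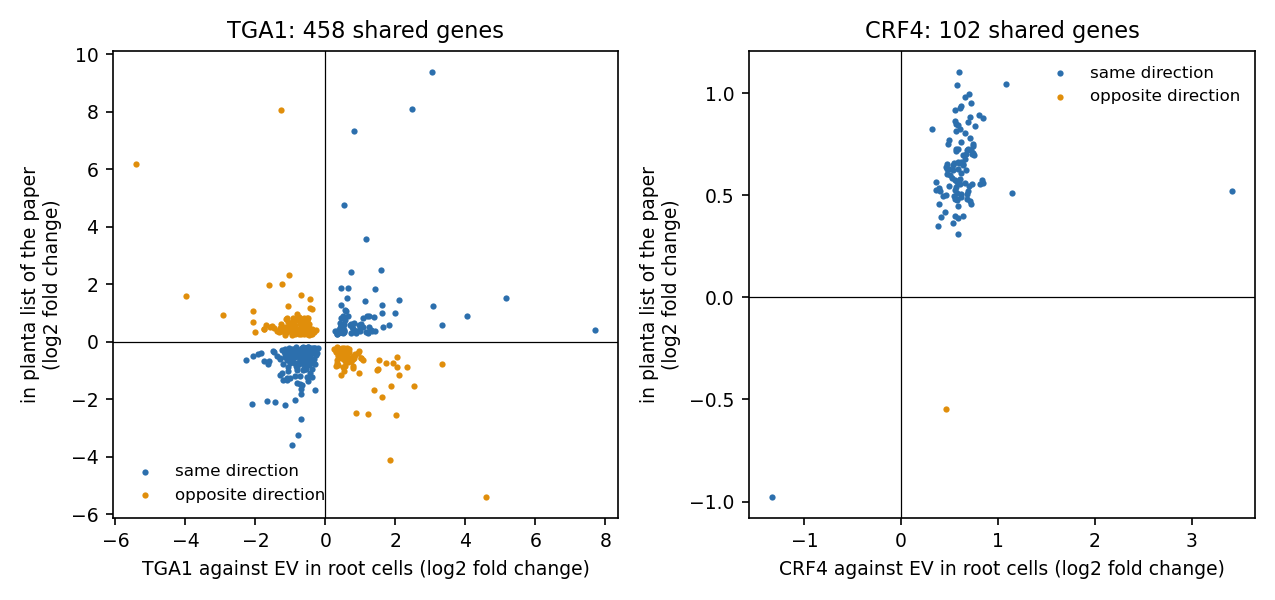
Log2 fold change in root cells (x axis) against log2 fold change in planta (y axis) of the genes regulated in both, for TGA1 and for CRF4. Each point is 1 gene; 268 of 458 TGA1 points and 101 of 102 CRF4 points lie in the quadrants where both changes have the same sign.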

In the CRF4 Network Walk, we identified direct connections of CRF4 to only 5 intermediate TF_2_s (GATA17, NAP, HYH, MYB34, bHLH112), which in turn accounted for the regulation of 87% of CRF4 indirect targets in planta. Thus, a Network Walk not only identifies the network path for each TF_1_ via its downstream TF_2_s, but can also help classify TF modes of action, as discussed below.

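Among the other TFs assayed, GATA17L alone was a target of CRF4 in the fit to the deposited counts. GATA17L (AT4G16141), on chromosome 4 from 9131532 to 9133161, rose from 1.30 ± 0.0782 CPM in EV to 13.7 ± 5.03 CPM in the CRF4 libraries (SD, n = 3 each), a log2 fold change of 3.41 (standard error 0.43, FDR = 1.19e-07). The GATA17L libraries of the same batch in turn held CRF4 transcripts at 82.9 ± 13.9 CPM (SD, n = 3). GATA17 was measured at 3.41 ± 0.647 CPM in the CRF4 libraries and 3.30 ± 0.656 CPM in EV (SD, n = 3 each), a log2 fold change of 0.03 (standard error 0.34, FDR = 1). The log2 fold change of NAP in the CRF4 libraries was -0.26 (standard error 0.11, FDR = 0.597) and that of HYH was 0.44 (standard error 0.52, FDR = 1). MYB34 (AT5G60890) was measured at 2.18 ± 0.726 CPM in the CRF4 libraries and 4.11 ± 0.509 CPM in EV (SD, n = 3 each), and the log2 fold change of MYB34 in the CRF4 libraries was -0.93 (standard error 0.42, FDR = 0.722). NAP and MYB34 were lower in CRF4 than in EV in all 3 same-numbered pairs of libraries, and with the replicate number as a block their FDR was 0.415 and 0.594. The gene table used here holds no gene under the name bHLH112, so no value is given for it. Of the 1737 genes on the in planta list of CRF4 that were not its targets in cells, 142 (8.18%) were GATA17L targets, compared with 3.69% of other genes (one-sided Fisher's exact test, p = 2.82e-16). The other genes can include genes of the 1324 rows of that list that were not used here. They were not matched on expression, and targets of other TFs were not compared, so the higher share does not single out GATA17L. From the links that run through a small number of TF2s, the paper reasons that CRF4 acts on most of its indirect targets through these intermediate TFs.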

## Discussion

An ultimate goal of systems biology is to learn GRNs and infer TF–target models that can accurately predict future gene expression states under untested conditions. A key step to accomplish this is the experimental validation of edges between TF regulators and their target genes to use in refinement or as priors in network inference. Our study addresses the challenge of identifying functional in vivo targets of a TF genome-wide in a rapid and medium-throughput manner. We also demonstrate that the direct regulated targets of a TF identified using TARGET can enhance our understanding of TF-DNA binding data. For example, we found that in vitro high-throughput methods for identifying TF binding can overestimate (DAP-seq^5^) or underestimate (Y1H^28^) the number of functional TF–target interactions identified using the TARGET assay (Supplementary Fig. 9 and Supplementary Data 3). Similarly, in vivo ChIP assays are a poor predictor of TF-mediated gene regulation^8–10^. We demonstrate how direct regulated TF–target edges can be used to filter network predictions. Specifically, we used 71,836 validated targets for 29/33 N-early response TFs to prune a GRN predicted using DFG^48^ to obtain a refined N × Time GRN, where ~1/3rd of the edge predictions are likely true (Supplementary Fig. 12 and Supplementary Data 10). This approach enabled us extend our TARGET results beyond the 33 TFs to the remaining 116 N × Time TFs for which we do not yet have validated edges, and identify which TFs to target for further study based on their relative influence on the N × Time network.

To integrate our TARGET results with in planta data, we derived an approach called Network Walking (Fig. 7). The key feature of the Network Walking strategy is to connect the direct regulated TF_1_ edges identified in plant cells using TARGET to the indirect TF_1_ targets validated only in planta. This approach enabled us to identify the intermediate TF_2_s important for mediating the signal between the initial TF_1_ and downstream in planta indirect targets. The results can guide combinatorial experiments (e.g., TF stacking) and validation experiments on important TF_2_s that are identified in a systems biology cycle.

As proof of concept, we demonstrated the Network Walking approach for two TFs, TGA1 (Fig. 7b) and CRF4 (Fig. 7c), which are validated in planta regulators of the N response in *Arabidopsis*^26–29^. Our Network Walking approach showed that TGA1 directly regulates 40% (508/1458) of the N × Time genes in roots, including 63/145 N-responsive TF_2_s, amplifying the effect of TGA1 on the N response gene network. Moreover, our finding that CCM for the NAC family cluster is enriched in TGA1 indirect targets suggests that NAC TFs are particularly important TF_2_s for propagating the N signal downstream of TGA1.

The second example of Network Walking was for CRF4 (Fig. 7c), a TF which was recently shown to be involved in N signaling in shoots and roots in planta^29^. The TARGET data showed that direct regulated CRF4 targets are specifically enriched for the shoot N × Time-responsive genes (Fig. 2). Our Network Walk now resolves how CRF4 can have a significant influence on root N-responsive genes in planta (Supplementary Data 11), despite directly regulating only a small number of root N × Time genes itself (Fig. 2). This is because CRF4 directly regulates 5 TF_2_s which collectively have edges validated by TARGET and/or high-confidence predicted DFG edges to 50% of the root N × Time genes. Thus, the effect of CRF4 on roots in planta is mediated through these intermediate TF_2_s.

Overall, the 85,144 validated targets of 33 N-early response TFs revealed a connected GRN regulating 88% of the genes that respond to N treatment as a function of time in whole roots and shoots^29^, and the TFs collectively regulated a set of genes enriched in N-related processes (Fig. 3b, Supplementary Data 5). We also observed that the distribution of edges in the validated TF–target network (Fig. 3a) resembles a scale-free network^51^, a feature of biological networks that provides robustness^52^. Signal integration, an emergent property of biological systems^53^, could explain the large number of N-responsive TFs in shoots and roots (258 TFs), roughly 10% of all the predicted *Arabidopsis* TFs^29^. Indeed, many of the 33 TFs functionally validated in our study have defined roles in other pathways (Supplementary Data 12), linking the N response to other biological processes, including hormone signaling^54^ and biotic stress^55^. These types of complex combinatorial interactions between TFs, which integrate or fine-tune a response to signal inputs^56^, have been described in many organisms^57–59^.

Because TARGET is a cell-based TF perturbation system, direct regulated targets identified in vivo can provide biological context to TF-binding data. Somewhat surprisingly, our analysis revealed that all 33 of the TFs we assayed acted as both an inducer and repressor of direct regulated targets, and that *cis*-binding motifs for a TF are often specific to a particular direction of regulation (Fig. 4). Particularly interesting are group III TFs, where the pattern of enrichment of the known *cis*-motifs suggests that direct TF binding in the promoter leads to induction while direct binding to the gene body leads to repression. We also found that the direct regulated targets of TFs that could not be explained by TF binding to the known *cis*-motif for that TF (based on in vitro TF-DNA binding data) may involve partner TFs which are not present in in vitro binding assays. Indeed, our *cis*-motif cluster analysis (Fig. 5 and Supplementary Fig. 11) addressed the duality of TF function (e.g., inducer and repressor) observed in the regulatory action of each of the 33 TFs. We noted several instances where the direct TF targets were enriched in CCMs for TF families other than the TF under investigation (Fig. 5 and Supplementary Fig. 11). This finding could explain how the same TF could mediate repression of direct targets (via a partner TF-binding site) vs. induction when the TF binds directly to DNA. 

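The core of cluster 19, a NAC cluster that holds a motif of NAP, was in 49.4% of promoters of the 978 induced NAP targets with a promoter sequence, against 39.0% of background promoters (one-sided Fisher's exact test, FDR = 3.93e-09). It was in 42.7% of promoters of the 741 repressed targets (FDR = 0.301). For cluster 6, the shares were 18.5% of promoters of repressed targets and 8.69% of those of induced targets, against 9.85% in the background (FDR = 1.40e-10 and 1). The core of cluster 19 was also enriched in induced targets of TFs of other families, TGA4 (56.25%) and HHO3 (54.9%) among them. That of cluster 6 was also enriched in induced targets of LBD37 (19.1%) and COL5 (20.65%). Neither core therefore singles out NAP. The core of cluster 36, read as an exact sequence, occurs in 3 background promoters, too few for a test.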

As one example, the *cis*-binding motif for NAP is enriched only in its induced targets (Fig. 4), while the repressed NAP targets are instead enriched in bHLH sites (clusters 6 and 36) in the 500 bp promoter. Moreover, the experimentally validated interaction between NAP and a bHLH family TF—bHLH96^43^—could explain how NAP is able to repress its direct target genes via its interaction with bHLH96. This model is also supported by the finding that protein–protein interactions between TFs have been shown to alter the effect of a TF on target gene expression^60–62^.

The development of tools for validating the TF–target edges within inferred networks is crucial to obtaining high-quality predictive GRNs. In this study, we demonstrate that the TARGET system for cell-based TF perturbation complements existing TF–target binding approaches and in planta perturbation by providing direct TF–target edges based on TF-mediated gene regulation in cells isolated from the tissue of interest. Importantly, this system does not require the creation of stable transgenics and scales easily. We have also introduced an approach, Network Walking, which connects the early and direct regulated TF targets identified in cells using TARGET to downstream responses observed only in planta. While our proof-of-concept studies focused on rapid N signaling in *Arabidopsis*, both of these approaches are generally applicable to study of GRNs involved in transducing signals in any eukaryotic system in agriculture, biology, or medicine.

## Methods

### A scaled-up TARGET assay for TF perturbation in cells

To make the TF-plasmid constructs, the 33 N-early response TFs were TOPO cloned into pENTR (Invitrogen) from complementary DNA or isolated from the *Arabidopsis* TF collection^63^. TFs were then transferred to the pBeaconRFP_GR plasmid^18^ or a GFP version of the same plasmid (pBeaconGFP_GR) by Gateway (Invitrogen) cloning.

For protoplasting and transfections, *Arabidopsis* Col-0 plants were grown in 1% w/v sucrose, 0.5 g per L MES, 1× MS basal salts (-CN), 1 mM KNO_3_, 2% agar, pH 5.7 for 10 days prior to the TARGET experiment. Light conditions were 120 μmol m^−2^ s^−1^ at constant temperature at 22 °C, 16 h light, 8 h dark (long day). Roots of 10-day-old seedling were harvested and the cell wall removed using cellulase and macerozyme (Yakult, Japan) for 3 h. Cells were filtered sequentially through 70 µm and 40 µm cell strainers (BD Falcon, USA) and pelleted at 500 × *g*. Filtered cells were washed with 15 mL MMg solution (400 mM mannitol, 10 mM MgCl_2_, 4 mM MES pH 5.7), resuspended to approximately 2–3 × 10^6^ cells per mL. For each transfection, in a 50 mL conical tube, 1 mL of cell suspension was mixed with 120 μg of plasmid DNA, 1 mL of PEG solution (40% polyethylene glycol 4000 (Millipore Sigma, USA), 400 mM mannitol, and 50 mM CaCl_2_) and vortexed gently for 5 s. After mixing, 50 mL of W5 buffer (154 mM NaCl, 125 mM CaCl_2_, 5 mM KCl, 5 mM MES, 5 mM glucose, pH 5.7) was slowly added to the tube. Cells were pelleted at 1200 × *g*, and washed 3 times with W5 buffer. For each TF and the EV construct, 4–6 million cells were transfected and after washing, a single TF in the RFP vector and a single TF in the GFP vector were aliquoted into 3 replicate wells of a 24-well plate. After overnight incubation, each pool of transfected root protoplasts was treated with the N dose present in standard MS media^64^ (20 mM KNO_3_ + 20 mM NH_4_ NO_3_) for 2 h. Next, 35 µM CHX was added 20 min before a 10 µM DEX treatment. Transfected cells were sorted by FACS into GFP- and RFP-expressing populations 3 h after DEX treatment.

For transcriptome analysis, cells expressing the candidate TF or EV were collected in triplicate and RNA-Seq libraries were prepared from their mRNA using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina®. The RNA-Seq libraries were pooled (up to 27 libraries per run) and sequenced on the Illumina NextSeq 500 platform. The RNA-Seq reads were aligned to the TAIR10 genome assembly using TopHat2^65^ and gene expression estimated using the GenomicFeatures/GenomicAlignments packages^66^. The gene counts for every sample were combined and DE genes in the TF transfected samples vs the EV samples were identified using the DESeq2 package^67^ with a TF+Batch model and an FDR adjusted *p* value < 0.05. We filtered out genes that respond more than 5-fold to CHX treatment in transfected protoplasts from the lists of TF targets (Supplementary Data 1 and Supplementary Methods). Genes that are expressed in any of the protoplast experiments (excluding the CHX-responsive genes in Supplementary Data 1) were used as the background for subsequent enrichment analyses.

### Calculating nitrogen specificity and influence of TF targets

The specificity of each TF to target genes in the N × Time-responsive dataset of Varala et al.^29^ was calculated by dividing the N × Time-responsive targets of a TF by the total number of targets regulated by that TF. The influence of a TF on the N × Time-responsive genes is the number of N × Time-responsive genes targeted by a TF divided by the total number of N × Time-responsive targets. The N-specificity index *p* value^29^ was calculated using the one proportion *z*-test to compare the proportion of targets for a TF in the genome to the proportion of targets for that TF in the root N × Time-responsive genes^29^, under the null hypothesis that they are equal.

### GO enrichment in TF–target networks

The web application agriGO v2.0^68^ was used to identify GO terms enriched in the cumulative direct regulated targets of the 33 TFs. To calculate the GO term enrichment in the sets of targets regulated by increasing number of TFs (Fig. 3b), let *G* be a list of genes associated with a GO term and *T*_*k*_ be a list of targets that are targeted by at least *k* TFs. We can calculate the enrichment of *G* (*E*_*g*_) in *T*_*k*_ by simply comparing the frequency of *G* in *T*_*k*_ (i.e., the fraction of genes in *T*_*k*_ that intersect *G*), represented as *F*_*k*_, to the frequency of *G* in the background (all 20,662 genes expressed in protoplast experiments), represented as *F*_*b*_.

1 $$E_g = \frac{{F_k}}{{F_b}}.$$

To test for the significance of this enrichment, we used the figure of merit Focus. For each gene list (*G*) we calculate Focus (*F*_*g*_) by simply adding the *E*_*g*_ for all *k* up to *n* TFs:

2 $$F_g = \mathop {\sum }\limits_{k = 1}^n \frac{{F_k}}{{F_b}}.$$

To test if the Focus of the validated network is significant for a given GO term, a permutation test was used to determine an empirical *p* value by comparing the Focus of the validated network to the Focus of 1000 iterations of a randomized network, generated by shuffling the edges within the experimentally validated TF–target network.

### *Cis*-motif enrichment and clustering

Enrichment of the *cis*-binding for motifs in TF target genes was calculated using the AME tool within the MEME package^69^. The background used corresponded to the same gene region for all genes expressed in any of the cell-based TARGET experiments and the frequency of bases to the base frequency within the background.

For *cis*-motif clustering, *cis*-binding motifs for *Arabidopsis* transcription factors were collected from DAP-seq^5^, Cis-BP^38^, PBM of Franco-Zorrilla et al.^39^ and ChIP-seq from Song et al.^37^. PWMs were converted to the MEME motif format^70^ and the RSAT matrix-clustering tool^41^ was used with the following parameters: hclust_method = average, calc = sum, metric_build_tree = Ncor, lth w 5 lth cor = 0.6, lth Ncor=0.45, quick=true. To search for the enrichment of each *cis*-motif in the TF targets, the consensus PWM for each of the 80 *cis*-motif clusters was converted to the MEME format and the FIMO tool within the MEME package^69^ was used to identify every occurrence of each of the 80 consensus *cis*-motifs in the 500 bp promoters and gene body of all 20,662 protoplast expressed genes at a *p* value < 0.0001. Overlapping *cis*-motifs were removed, retaining only the *cis*-motif with the lowest *p* value. For each set of TF targets, enrichment of a *cis*-motif in the target set relative to their occurrence in all annotated genes was calculated using Fisher’s exact test. The resulting *p* values were FDR corrected. Heatmaps and hierarchical clustering were generated with Euclidean distance and the ward.D agglomeration method using the gplots heatmap.2 function in R.

### Identification of direct and indirect TGA1 targets in planta

The in planta *TGA1* overexpression construct was made by Gibson assembly (NEB) with a three‐part construct. The CaMV‐35s promoter was fused to the *TGA1* CDS using in the pGreen vector backbone. Primers used in the assembly are in Supplementary Table 4.

*Arabidopsis* Col-0 plants with the *35S:TGA1* transgene were generated using Agrobacterium-mediated floral-dip method. Approximately 100 seeds were sown in Phytatrays (Sigma-Aldrich) in liquid media that was identical to what was used in the TARGET assay: 1% w/v sucrose, 0.5 g per L MES, 1× MS basal salts (−CN), 1 mM KNO_3_, pH 5.7. Light conditions were 120 μmol m^−2^ s^−1^ at constant temperature at 22 °C, 16 h light, 8 h dark (long day).

When *35S:TGA1* seedlings were 13 days old, they were transferred to N-starvation media (1% w/v sucrose, 0.5 g per L MES, 1× MS basal salts (−CN), pH 5.7). After 24 h, at 2 h after subjective dawn, seedlings were transferred to Phytatrays containing identical media with the addition of the N dose in standard MS media^64^ 20 mM KNO_3_+20 mM NH_4_NO_3_ or 20 mM KCl control. Plants were incubated within treatment media for 2 h after which root tissue was immediately harvested and flash frozen in liquid nitrogen.

RNA was extracted from root tissue using the QIAGEN RNeasy kit (Qiagen). mRNA was purified with oligo-dT beads (Invitrogen), and RNA-seq libraries made using the NEBNext Ultra Library Prep Kit (NEB). Libraries were sequenced the Illumina HiSeq 2500 v4 platform using 1 × 50 or 1 × 75 single end chemistry. RNA-seq reads were aligned as described for the protoplast samples and DE genes were identified using DESeq2^67^.

### Time-based network inference and AUPR validation

The time-based DFG network inference^48^ predicted GRN was generated using the N-treatment time-series data as described in Supplementary Methods. We used a pruning approach to filter this network for high-confidence edges^1^. The validated TF–target edges from TARGET were used to perform an AUPR analysis and identify a precision threshold of 0.32 (Fig. 6 and Table 2). This TF–target edge cut-off was chosen to minimize false positives, while recovering as many true positives as possible. The resulting pruned DFG inferred network was visualized (Supplementary Fig. 12) using Cytoscape^71^. Precision, recall, and *F*-score were calculated for the edges in the pruned network to generate Supplementary Data 10.

3 $${\mathrm{Precision = True}}\;{\mathrm{Positives/}}\left( {{\mathrm{True}}\;{\mathrm{Positives + False}}\;{\mathrm{Positives}}} \right).$$

4 $${\mathrm{Recall = True}}\;{\mathrm{Positives/}}\left( {{\mathrm{True}}\;{\mathrm{Positives + False}}\;{\mathrm{Negatives}}} \right).$$

5 $${\mathrm{F-score = }}\left( {{\mathrm{2}} \ast {\mathrm{Precision}} \ast {\mathrm{Recall}}} \right){\mathrm{/}}\left( {{\mathrm{Precision + Recall}}} \right).$$

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Source Data

## Data Availability

All raw sequencing data from this project have been deposited in the Gene Expression Omnibus (GEO) database accession GSE117857 and GSE128209. Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. The datasets generated and analyzed during the current study are available from the corresponding author on reasonable request. The source data underlying Figs. 3a, 3b, 5a, 5b, and 6, as well as Supplementary Figs. 2, 4b-d, 5, 6, 8, 9, 11a, and 11b are provided as a Source Data file.

# Supplementary material for: Network Walking charts transcriptional dynamics of nitrogen signaling by integrating validated and predicted genome-wide interactions
**Source:** Nat Commun. 2019 Apr 5;10:1569. doi: 10.1038/s41467-019-09522-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Network Walking charts transcriptional dynamics of nitrogen signaling by  
integrating validated and predicted genome-wide interactions**

Brooks *et al.*

## **Supplementary Methods**

### **Effects of treatment conditions in root protoplast**

To test the effects of cycloheximide (CHX) on gene expression in isolated root cells transfected with an expression construct, we performed the *TARGET* assay (as described in the main text and Methods) with the following changes. A total of 8-12 million cells were transfected separately with either the GR-only empty vector (EV) or GR-TGA4, in pBeaconRFP\_GR<sup>1</sup>. Cells transfected with each construct were split into 6 replicate wells of a 24 well plate after being washed three times. Following overnight incubation, transfected root protoplasts were treated as described in the main text (+N/+Dex) except that 20 min before DEX treatment half of the samples (3 replicates) for each construct were treated with 35uM CHX in DMSO (+CHX) and half with DMSO only (-CHX). Transfected cells were sorted by FACS for RFP expressing cells 3 hours after DEX-induced nuclear import.

The effect of nitrogen (N) pre-treatments on identification of TF-target genes was tested in the *TARGET* assay (as above) with the follow changes. Following transfection of 12-16 million cells with the same constructs, samples were split into 9 replicate wells in a 24 well plate. After overnight incubation and 2 hours before DEX treatment, root protoplasts transfected with each construct were treated with either 20mM NH<sub>4</sub>NO<sub>3</sub> + 20mM NH<sub>4</sub>KNO<sub>3</sub>, 5mM KNO<sub>3</sub> + 15mM KCl, or 20mM KCl (3 replicates each treatment). All samples were treated with 35uM CHX for 20 min before DEX treatment.

For the above samples, libraries were generated, sequenced and processed as described in the main text. Genes that had a 5 fold-change difference in expression level in the +CHX condition compared the - CHX condition (Table S1) were excluded from subsequent analyses.

### **Nitrogen response in protoplasts compared to whole roots**

To compare the N-response in the isolated root protoplasts transfected with an expression construct compared to whole roots, we grew and transfected protoplasts with the EV construct, as described in the main text. N-treatment of the protoplast samples was either 20 mM KNO<sub>3</sub> + 20 mM NH<sub>4</sub>NO<sub>3</sub> or 20 mM KCl. No CHX or DEX treatments were performed. In parallel, we grew Arabidopsis plants in Phytatrays (Sigma) in liquid media of the same composition (1% w/v sucrose, 0.5 g/L MES, 1X MS basal

salts (-CN), 1 mM KNO<sub>3</sub>, pH 5.7). After 11 days, and at the same time, transfected root protoplasts were being treated with N, we transferred the Arabidopsis plants to fresh Phytatrays containing either the basal MS media (1% w/v sucrose, 0.5 g/L MES, 1X MS basal salts (-CN), pH 5.7) with N-supply (20 mM KNO<sub>3</sub> + 20 mM NH<sub>4</sub>NO<sub>3</sub>) or with 20 mM KCl. Five hours after N-treatment, when the protoplasts were being sorted, roots were harvested and flash frozen in liquid nitrogen. Four independent Phytatray and protoplasts samples were collected for each treatment. Libraries were generated, sequenced and processed as described in the main text.

### **Construction of a nitrogen-response inferred network**

We used a machine learning approach called Dynamic Factor Graphs (DFG)<sup>15</sup>, which we have previously validated<sup>6,16,17</sup>, to derive the TF-target interactions in response to N-treatment in Arabidopsis roots. DFG infers interactions between 145 TFs and 1458 genes that responded to N in the root time-course<sup>6</sup>. DFG learns an  $f$  function to explain the target gene expression at each time-point, based on the expression of the TFs at previous time-points. This identifies the TFs influencing target gene expression. We use the time-series transcriptome data<sup>6</sup> to learn hyper-parameters of the DFG model using a leave-out time-point. Hyper-parameter optimization is the process of choosing a set of hyper-parameters for a good generalization of a learning algorithm<sup>18</sup>. DFG is trained on the first 9 time-points of the 10-time-point dataset, and tunes the hyper-parameters to minimize error on the remaining final time-point. The final matrix using all 10 time points estimates the influence of each TF on every N-responsive gene. This matrix is used to construct an inferred network where the coefficient of TF influence on each target gene is assigned as the edge score between that TF and target. This unpruned network generated by DFG contains an edge between every TF and every target gene (211,410 edges).

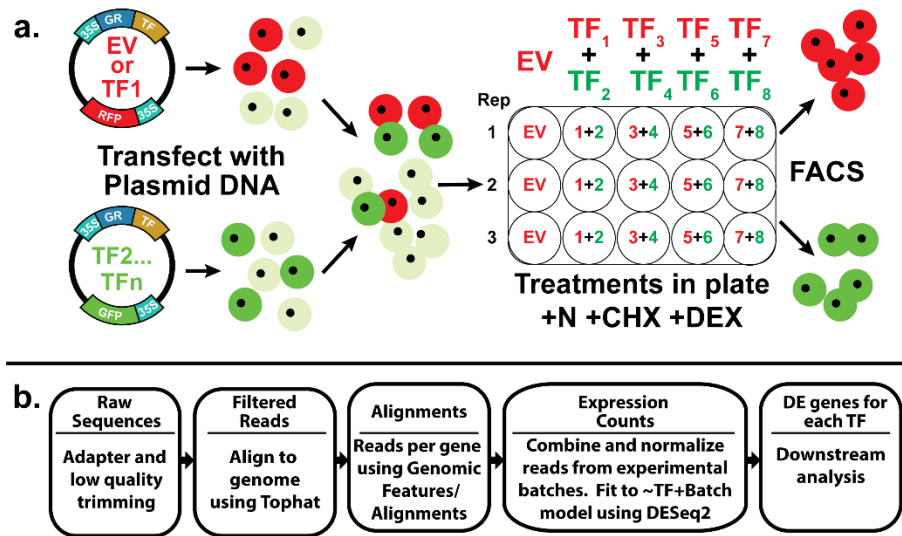

**Supplementary Figure 1. Innovations in the cell-based TARGET system for TF perturbation to increase throughput for identifying direct regulated targets of N-early response TFs.**

(a) Enhancement of throughput of TF perturbations performed in the cell-based TARGET assay<sup>1</sup> was done to enable concurrent processing of multiple TFs for validation screening up to 24 TF assays/ day (e.g. 8 TFs x three replicates). Use of separate vectors containing GFP (green) and RFP (red) reporters allows pooling of protoplasts transfected with the individual vectors into sample wells and reduces the time need for FACS. Transfection of cells with an Empty Vector (EV) enables identification of TF-regulated genes across multiple TF samples. FACS - Fluorescence Activated Cell Sorting, N - nitrogen, CHX - cycloheximide, DEX - dexamethasone. (b) General workflow for processing the RNA-seq results for the TARGET experiments with the input files at each step on top. After trimming adapter and low quality reads and bases, TopHat<sup>2</sup> was used to align reads to the Arabidopsis TAIR10 genome. Gene counts for the aligned reads were estimated using the GenomicFeatures and GenomicAlignments<sup>3</sup> packages. Expression counts from samples were combined and analyzed using DESeq2<sup>4</sup>

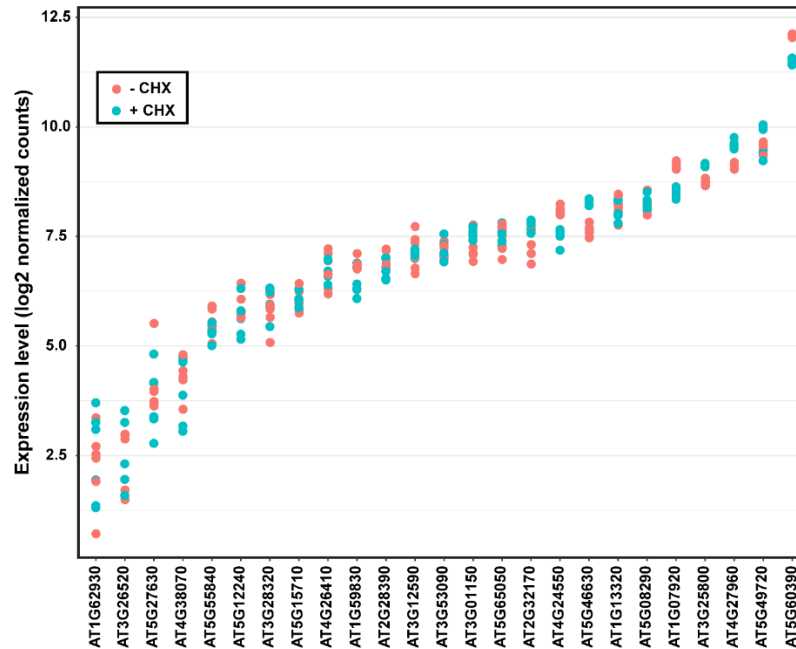

**Supplementary Figure 2. The expression of 25 superior housekeeping genes monitors the global effects of cycloheximide treatment on RNA metabolism of root cells.**

We tested the effect that cycloheximide (CHX) had on 25 superior housekeeping genes from Czechowski *et al.*<sup>5</sup>, by performing parallel TARGET assays with and without the CHX treatment (6 treatment replicates). We found that while CHX does have an effect on some housekeeping genes (e.g. AT5G60390), the effect of CHX did not drastically change the expression level of the gene relative to other genes. These results suggest there is no global effect on RNA metabolism due to CHX treatment. Finally, the CHX treatment also had a consistent effect on each of the genes in each of the replicates, indicating that comparison of TARGET samples (EV and TFs), which have all been treated with the same amount of CHX, should not result in any biases. Red points – minus CHX samples, Blue points – plus CHX samples. Source data are provided as a Source Data file.

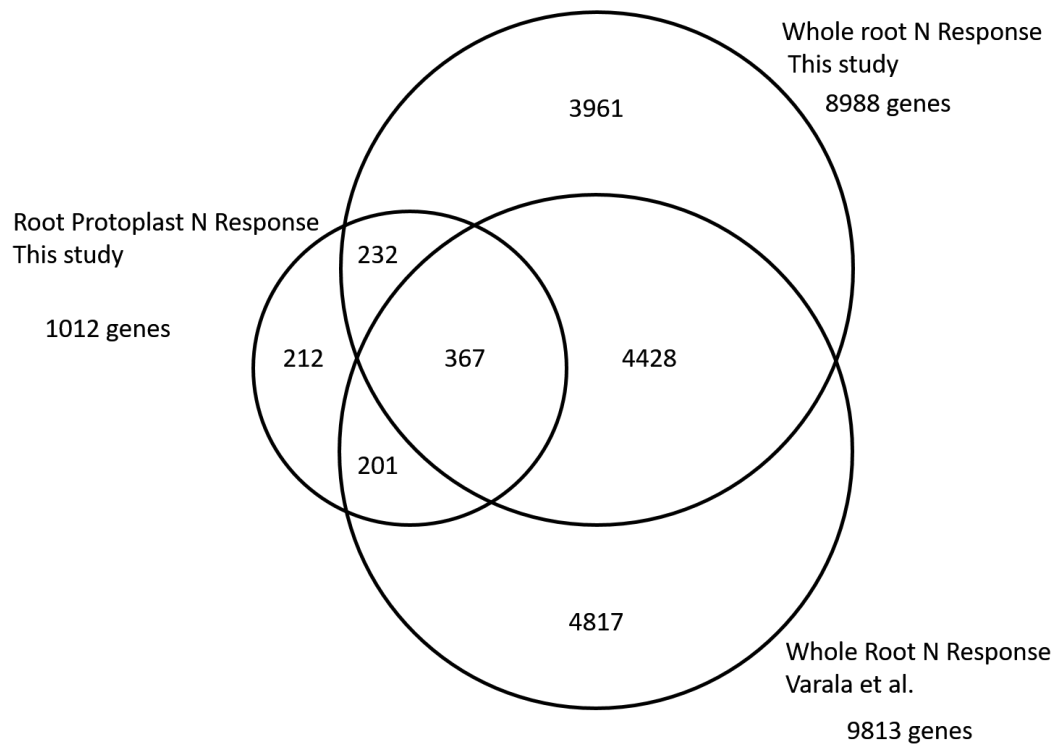

**Supplementary Figure 3. The nitrogen responsive genes in isolated root cells overlaps significantly with N-response in whole roots.**

Venn diagram analysis of the genes responding to N treatment in either isolated root cells that have been transfected with the empty vector construct or whole roots, either in this study (see Supplementary Methods) or in Varala *et al.* (2 hour treatment)<sup>6</sup>. This analysis shows that 80% of genes that respond to N-treatment in transfected root protoplasts respond in the whole root data sets. While a larger number of genes respond to N in intact roots, the overlap between the N-response genes in root protoplast and either whole root experiment (e.g. 56-59% of root protoplast N responsive genes) is similar to the overlap between the two whole root datasets (49-53%).

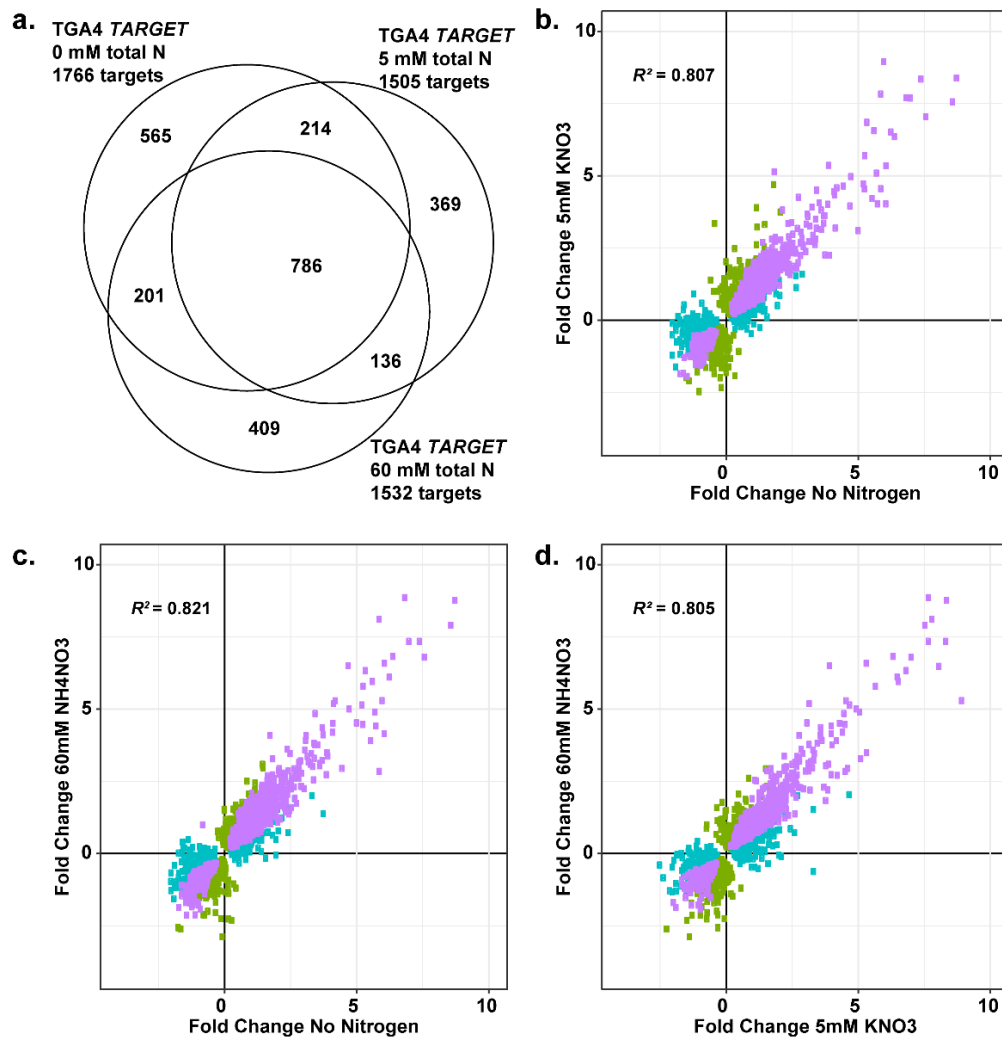

**Supplementary Figure 4. The majority of TGA4 targets identified in root cells exposed to different nitrogen pre-treatments are conserved.**

Parallel TARGET assays were performed on TGA4 where the total N dose (0mM, 5mM and 60mM total N) and source (no N, nitrate only, ammonia and nitrate) differed between experiments. (a) The total number of target genes identified in each case was similar and a majority of these were shared between experiments. (B-D) Scatter plots showing the fold change of target genes between treatments reveal that the effect of TF overexpression on most target genes is the same between different N pre-treatments, but the amplitude of the response for a fraction of the genes depends on N dose/source. Blue points and green points are differentially expressed only for N pre-treatment shown on X-axis or Y-axis respectively, while purple points are differentially expressed in both N pre-treatments. The 60mM N dose is the same as standard MS growth media<sup>7</sup> (20mM NH<sub>4</sub>NO<sub>3</sub> + 20mM KNO<sub>3</sub>). Source data Supplementary Figure 4b-d are provided as a Source Data file.

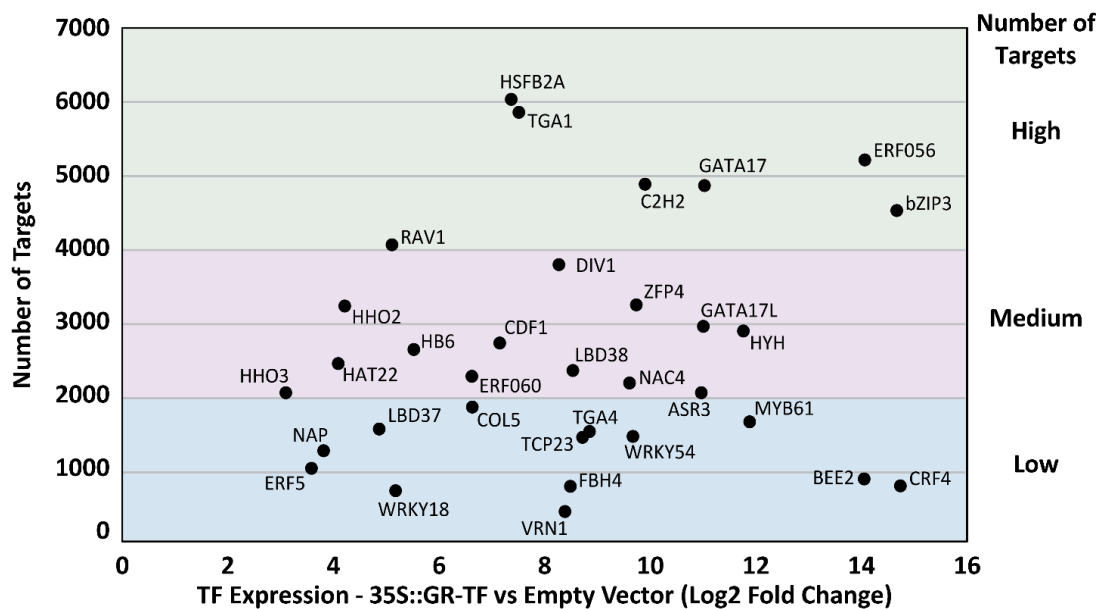

**Supplementary Figure 5. The relative level of overexpression of a TF is not proportional to the number of target genes identified**

To ascertain if high levels of overexpression of a TF in the TARGET system leads to more off-target genes responding to the TF, we plotted the level of TF expression relative to the empty vector control against the number of genes identified as differentially expressed. There is no correlation between expression level of the TF and number of target genes. Indeed, we see that two of the most highly over-expressed TFs, CRF4 and BEE2, have the fewest number of targets. 

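In the deposited counts, the fold change of BEE2 in its own libraries was among the highest. Its log2 fold change was 13.20 (standard error 0.33, FDR = 3.12e-49), from 1.38 ± 0.969 CPM in EV to 13102 ± 888 CPM (SD, n = 3 each). That of bZIP3, at 13.78 (standard error 0.42, FDR = 2.47e-38), was as high, and bZIP3 had 2590 targets.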

Source data are provided as a Source Data file.

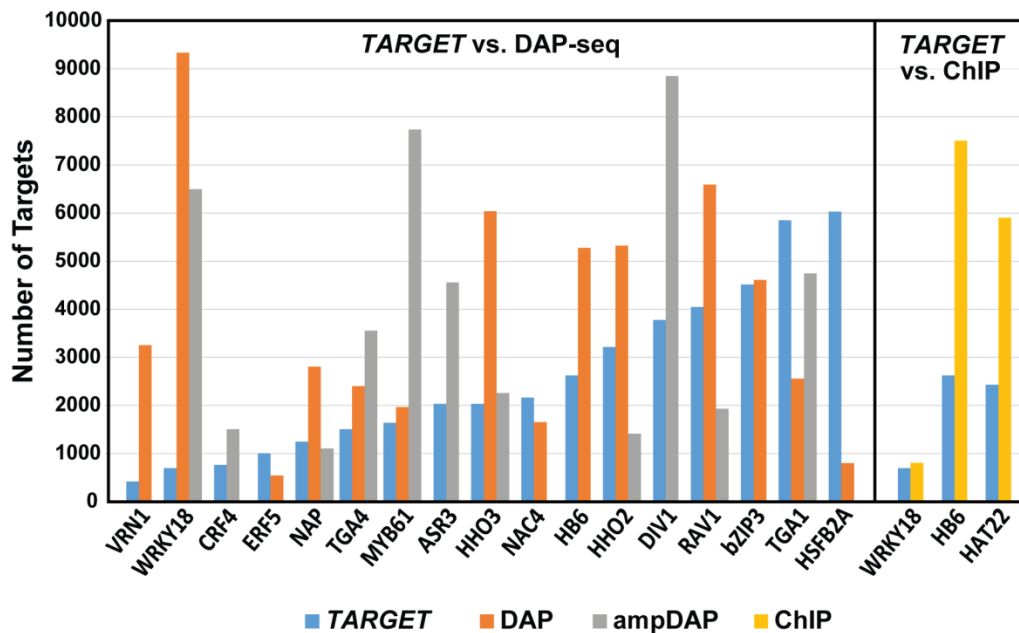

**Supplementary Figure 6. The TARGET assay most often identified fewer direct regulated targets compared to TF-targets identified by *in vitro* or *in vivo* binding assays.**

Barplots of the number of regulated target genes identified for each TF from TARGET, compared to the number of targets found to be bound using DAP-seq<sup>8</sup> (*in vitro*) and ChIP<sup>9,10</sup> (*in vivo*). The number of regulated TF targets identified in TARGET (blue bars) is typically lower than those detected by *in vitro* binding (DAP – red bars, ampDAP – grey bars) with a few exceptions (ERF5, HSFB2A, NAC4, and TGA1). 

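With the number of targets taken from the fit to the deposited counts and the numbers of bound genes from the source data of the paper's Supplementary Fig. 6, 15 of the 17 TFs with in vitro data had fewer regulated targets than bound genes in the larger of their in vitro sets. The ratio of regulated to bound genes had a median of 0.319 and was lowest for TGA4, at 0.0706. ERF5 (1513 targets) and HSFB2A had more. Of the 3 TFs with ChIP data, HB6 (1159 targets) and HAT22 (3254 targets) had fewer regulated than bound genes, and WRKY18 (1039 targets) had more. The result for WRKY18 depended on the fit. WRKY18 had fewer regulated than ChIP-bound genes with each TF fitted in its own batch only.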

The number of TF-targets identified by TARGET (blue bars) are lower than those detected by *in vivo* ChIP (yellow bars) experiments in all three examples. The overlap between direct regulated TF-targets identified in TARGET and DAP-seq bound targets is significant for 13/17 TFs (Supplementary Data 3) and 3/3 TFs for ChIP-seq experiments (Table 1). Source data are provided as a Source Data file.

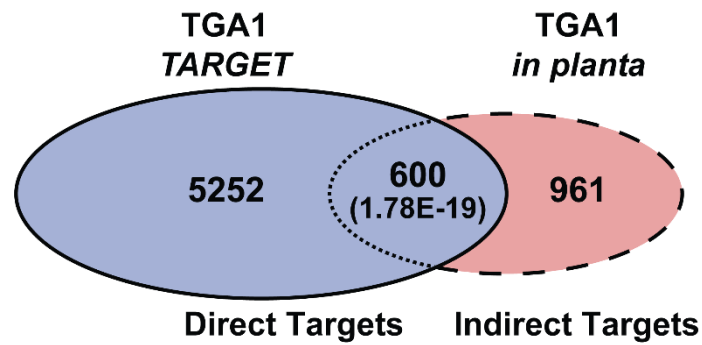

**Supplementary Figure 7. Validation of the *in planta* relevance of direct TF-regulated targets identified in cells using the TARGET assay**

The targets of TGA1 identified in isolated root cells using the TARGET assay (Supplementary Data 2) overlap significantly with the targets that respond to *TGA1* overexpression in whole roots (Supplementary Data 4). The number in each area represents the number of TGA1 targets identified, and the number in parenthesis is the p-value (Fisher's exact test) of the overlap between the TGA1 targets identified in root cells using TARGET and those identified by TF overexpression *in planta*. We can also identify candidate direct targets (blue shading) as those that respond to the TF perturbation in isolated root cells (in the presence of CHX), and genes which only respond to *TGA1* overexpression *in planta*, which are more likely to be indirect targets (red shading).

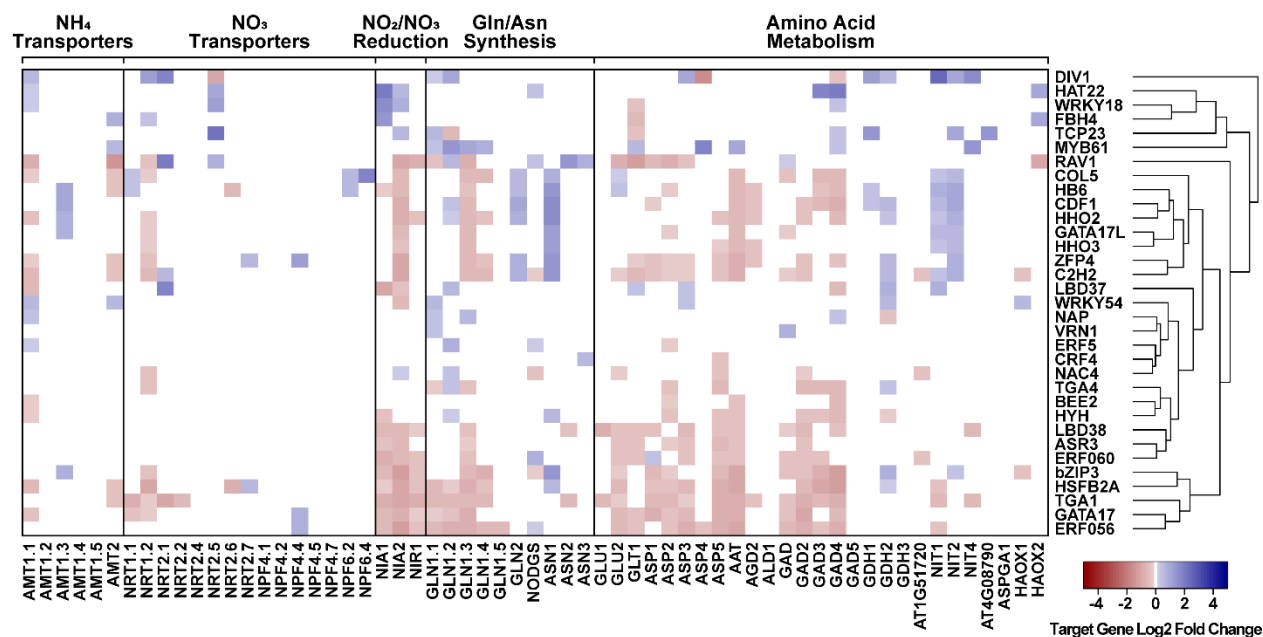

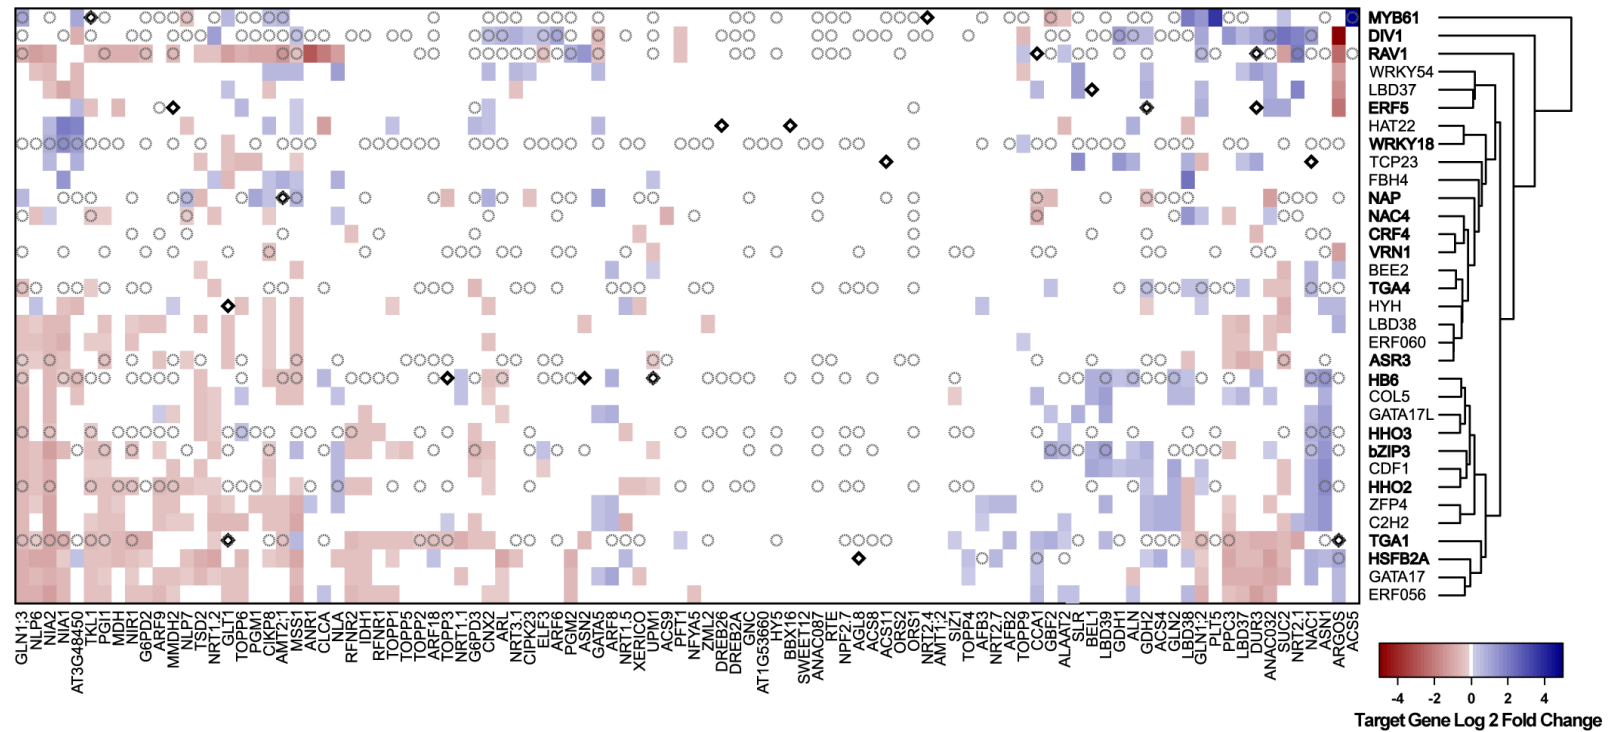

**Supplementary Figure 9. Direct regulated edges to the N metabolism network identified *in vivo* by TARGET complement TF-binding assays**

Heatmap displaying the influence of each of the 33 N-early response TFs on the 98 genes in the N-metabolism network screened by Gaudinier *et al.* in a recent high-throughput yeast-one-hybrid (Y1H) study<sup>11</sup>. The TARGET assay identifies 425 direct regulated targets of these 33 TFs for this set of genes in Arabidopsis root cells, compared to the 20 edges identified in the Y1H study (open diamonds). We also looked at the number of *in vitro* bound edges between the 17 TFs with DAP-seq targets<sup>8</sup> (TFs in bold) and the 98 genes of this N-metabolism network and found more edges (529) in the TF-DNA binding assay for these 17 TFs (open grey circles), compared to those identified in root cells using TARGET for all 33 TFs. Red and blue shading indicate repression and induction, respectively, relative to the EV control. Source data are provided as a Source Data file.

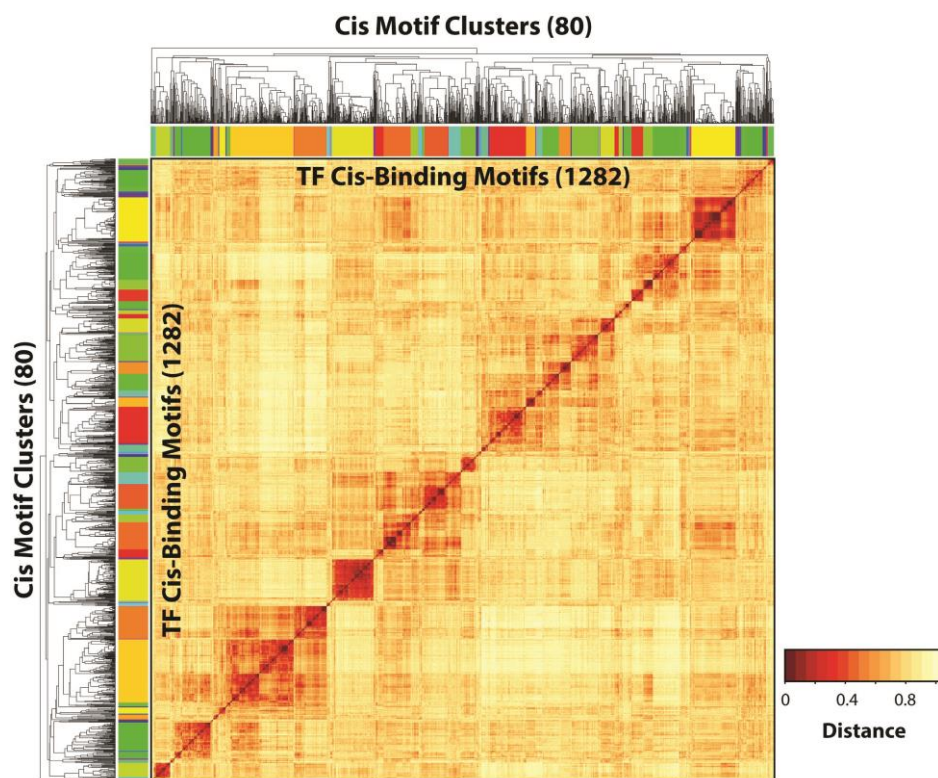

**Supplementary Figure 10. Heatmap of cis-binding motif clustering for 1,282 Arabidopsis TF motifs into 80 groups**

Heatmap of cis-binding motifs was generated by the RSAT matrix-clustering tool<sup>12</sup> based on the similarity (motif length normalized correlation (Ncor)) between 1,282 position weight matrices of cis-motifs for Arabidopsis TFs. Cis-binding motifs were collected from DAP-seq<sup>8</sup>, Cis-BP<sup>13</sup>, and the PBM of Zorilla *et al*<sup>14</sup>. Description of each consensus cis-motif and TF membership for each cluster can be found in Supplementary Data 8 and 9.

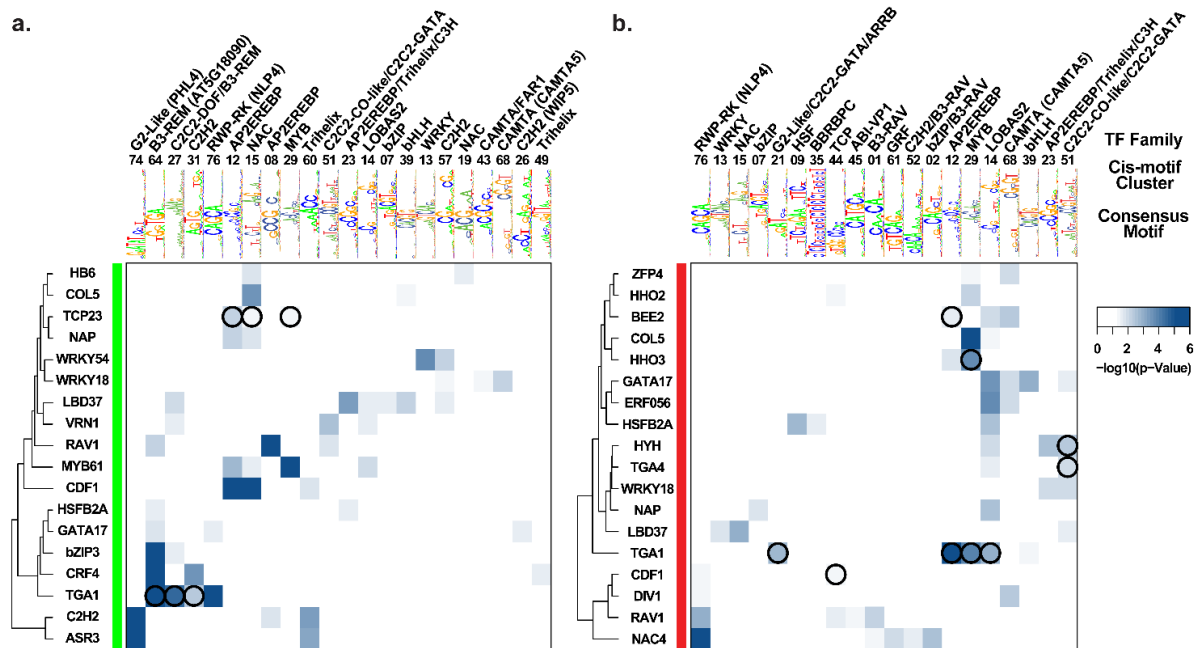

**Supplementary Figure 11. The gene body of the targets of the 33 N-early response TFs are enriched in cis-regulatory elements for putative TF partners.**

Heatmap of enriched consensus cis-motifs (CCMs) for the 80 cis-motif clusters (columns) in the gene body (5'UTR, CDS, introns, 3'UTR) of the (a) induced and (b) repressed direct regulated targets of the 33 N-early response TFs. The cis-motif logo, cluster number and family representation for each CCM is shown above. Instances where there is a validated interaction between the TF and another TF within a family represented by the enriched CCM cluster are marked by a black circle. Only TFs with enrichment of any of the 80 CCMs in the gene body are shown. Cis-binding motifs for Arabidopsis transcription factors were collected from DAP-seq<sup>8</sup>, Cis-BP<sup>13</sup>, and PBM<sup>14</sup>. Blue shading represents p-values calculated using Fisher's exact test and FDR corrected. Source data of Supplementary Figure 11a and 11b are provided as a Source Data file.

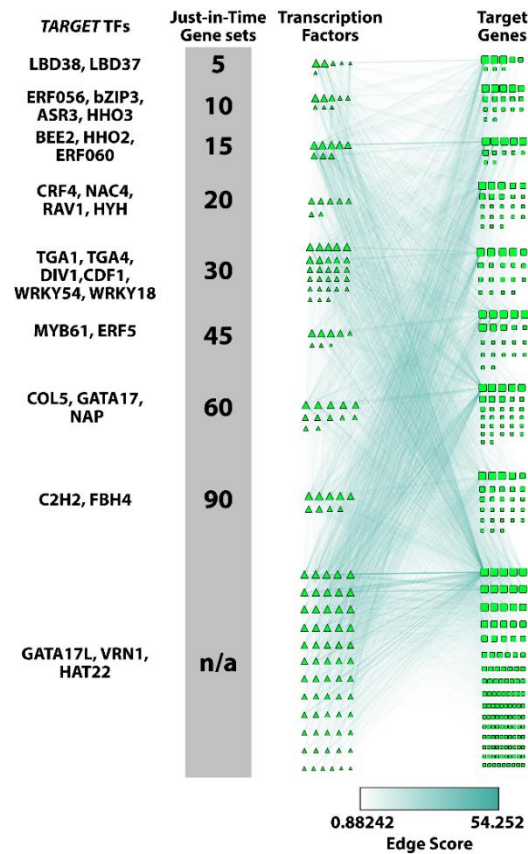

**Supplementary Figure 12. A pruned network inferred using Dynamic Factor Graphs predicts high-confidence targets for 145 NxTime TFs**

The root NxTime data from Varala *et al.*<sup>6</sup> was used to infer TF-target influence with a time-based machine learning approach, DFG<sup>15</sup>. Using genome-wide validated targets for 29 of the 33 TFs (Fig. 2) identified by the TARGET system in root cells, the inferred edges in the DFG inferred GRN were pruned to a precision threshold of 0.32, chosen based on AUPR analysis (Fig. 6 and Supplementary Table 2). This means that ~1/3 predicted TF-target edges are likely true. The resulting network is displayed in the context of the Just-in-Time bins for each TF (left) and NxTime TF-target genes (right)<sup>6</sup>. The size of the nodes is representative of the number of edges for each TF or target. The shading of the edges indicates the edge score from DFG.

**Supplementary Table 1. Overlap of NxTime genes with targets regulated by the 33 TFs**

|                                       | Overlap with<br>1458 root<br>NxTime <sup>6</sup> genes | N-specificity<br>p-value<br>(root) | Overlap with<br>2020 shoot<br>NxTime <sup>6</sup> genes | N-specificity<br>p-value<br>(shoot) |
|---------------------------------------|--------------------------------------------------------|------------------------------------|---------------------------------------------------------|-------------------------------------|
| TARGET<br>15,460 validated<br>targets | 1288                                                   | 1.55E-67                           | 1785                                                    | 5.65E-45                            |

**Supplementary Table 2. Overlap of *in planta* bound and direct regulated genes for HAT22 and HB6**

|                                                         | HAT22    | HB6      |
|---------------------------------------------------------|----------|----------|
| <i>in planta</i> bound <sup>10</sup> (ChIP)             | 5902     | 7503     |
| All direct regulated (TARGET)                           | 2432     | 2623     |
| Overlap all regulated/bound                             | 1035     | 1270     |
| p-value all regulated/bound (Fisher's exact test)       | 5.61E-56 | 3.09E-42 |
| Induced direct regulated (TARGET)                       | 1323     | 1130     |
| Overlap induced regulated/bound                         | 483      | 584      |
| p-value induced regulated/bound (Fisher's exact test)   | 6.05E-11 | 1.65E-27 |
| Repressed direct regulated (TARGET)                     | 1109     | 1493     |
| Overlap repressed regulated/bound                       | 552      | 686      |
| p-value repressed regulated/bound (Fisher's exact test) | 4.47E-53 | 1.40E-15 |

**Supplementary Table 3. Precision and Recall within the pruned network for TFs validated in TARGET**

| TF                      | Validated Edges | Predicted Edges | Validated Predictions | Precision  | Recall    | F-Score   |
|-------------------------|-----------------|-----------------|-----------------------|------------|-----------|-----------|
| All 18 TFs              | 2537            | 1031            | 330                   | 32.0%      | 13.0%     | 0.18      |
| GATA17L                 | 96              | 68              | 29                    | 42.6%      | 30.2%     | 0.35      |
| ERF056                  | 157             | 54              | 35                    | 64.8%      | 22.3%     | 0.33      |
| TGA4                    | 67              | 31              | 13                    | 41.9%      | 19.4%     | 0.27      |
| C2H2                    | 145             | 44              | 24                    | 54.5%      | 16.6%     | 0.25      |
| HYH                     | 101             | 34              | 17                    | 50.0%      | 16.8%     | 0.25      |
| COL5                    | 77              | 44              | 15                    | 34.1%      | 19.5%     | 0.25      |
| ERF060                  | 83              | 71              | 19                    | 26.8%      | 22.9%     | 0.25      |
| MYB61                   | 65              | 65              | 16                    | 24.6%      | 24.6%     | 0.25      |
| BEE2                    | 35              | 207             | 29                    | 14.0%      | 82.9%     | 0.24      |
| FBH4                    | 34              | 25              | 7                     | 28.0%      | 20.6%     | 0.24      |
| HHO2                    | 116             | 39              | 18                    | 46.2%      | 15.5%     | 0.23      |
| RAV1                    | 148             | 28              | 17                    | 60.7%      | 11.5%     | 0.19      |
| GATA17                  | 158             | 21              | 15                    | 71.4%      | 9.5%      | 0.17      |
| WRKY54                  | 45              | 27              | 6                     | 22.2%      | 13.3%     | 0.17      |
| WRKY18                  | 33              | 16              | 4                     | 25.0%      | 12.1%     | 0.16      |
| ASR3                    | 85              | 18              | 8                     | 44.4%      | 9.4%      | 0.16      |
| DIV1                    | 121             | 24              | 10                    | 41.7%      | 8.3%      | 0.14      |
| CRF4                    | 15              | 30              | 3                     | 10.0%      | 20.0%     | 0.13      |
| NAC4                    | 67              | 43              | 7                     | 16.3%      | 10.4%     | 0.13      |
| HAT22                   | 93              | 35              | 7                     | 20.0%      | 7.5%      | 0.11      |
| CDF1                    | 85              | 11              | 5                     | 45.5%      | 5.9%      | 0.10      |
| bZIP3                   | 141             | 20              | 8                     | 40.0%      | 5.7%      | 0.10      |
| VRN1                    | 31              | 38              | 3                     | 7.9%       | 9.7%      | 0.09      |
| ERF5                    | 50              | 3               | 2                     | 66.7%      | 4.0%      | 0.08      |
| HHO3                    | 77              | 6               | 3                     | 50.0%      | 3.9%      | 0.07      |
| LBD38                   | 87              | 6               | 3                     | 50.0%      | 3.4%      | 0.06      |
| TGA1                    | 174             | 6               | 5                     | 83.3%      | 2.9%      | 0.06      |
| NAP                     | 63              | 15              | 1                     | 6.7%       | 1.6%      | 0.03      |
| LBD37                   | 88              | 2               | 1                     | 50.0%      | 1.1%      | 0.02      |
| Mean                    | -               | -               | -                     | 39.3%      | 14.9%     | 0.17      |
| 95% Confidence Interval | -               | -               | -                     | 32.0-46.5% | 6.4-20.4% | 0.14-0.20 |

**Supplementary Table 4. Primers used for Gibson Assembly of 35S:TGA1**

| Primer Name       | Sequence                                                      |
|-------------------|---------------------------------------------------------------|
| 35S Gibson Fwd    | 5'-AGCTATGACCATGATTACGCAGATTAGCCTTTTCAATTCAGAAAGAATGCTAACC-3' |
| 35S Gibson Rev    | 5'-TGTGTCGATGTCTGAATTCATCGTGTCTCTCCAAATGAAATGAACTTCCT-3'      |
| TGA1 Gibson Fwd   | 5'-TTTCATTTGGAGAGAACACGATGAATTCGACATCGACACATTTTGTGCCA-3'      |
| TGA1 Gibson Rev   | 5'-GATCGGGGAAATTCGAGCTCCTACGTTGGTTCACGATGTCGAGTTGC-3'         |
| pGreen Gibson Fwd | 5'-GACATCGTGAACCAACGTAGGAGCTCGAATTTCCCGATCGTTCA-3'            |
| pGreen Gibson Rev | 5'-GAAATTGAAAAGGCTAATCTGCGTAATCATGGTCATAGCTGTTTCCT-3'         |

## Supplementary References

- 1 Bargmann, B. O. *et al.* TARGET: a transient transformation system for genome-wide transcription factor target discovery. *Mol Plant* **6**, 978-980 (2013).
- 2 Kim, D. *et al.* TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* **14**, R36 (2013).
- 3 Lawrence, M. *et al.* Software for computing and annotating genomic ranges. *PLoS Comput Biol* **9**, e1003118 (2013).
- 4 Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
- 5 Czechowski, T., Stitt, M., Altmann, T., Udvardi, M. K. & Scheible, W.-R. Genome-Wide Identification and Testing of Superior Reference Genes for Transcript Normalization in Arabidopsis. *Plant Physiol* **139**, 5-17 (2005).
- 6 Varala, K. *et al.* Temporal transcriptional logic of dynamic regulatory networks underlying nitrogen signaling and use in plants. *Proc Natl Acad Sci U S A* **115**, 6494-6499 (2018).
- 7 Murashige, T. & Skoog, F. A revised medium for rapid growth and bio assays with tobacco tissue cultures. *Physiol Plant* **15**, 473-497 (1962).
- 8 O'Malley, R. C. *et al.* Cistrome and Epicistrome Features Shape the Regulatory DNA Landscape. *Cell* **166**, 1598 (2016).
- 9 Birkenbihl, R. P., Kracher, B., Roccaro, M. & Somssich, I. E. Induced Genome-Wide Binding of Three Arabidopsis WRKY Transcription Factors during Early MAMP-Triggered Immunity. *Plant Cell* **29**, 20-38 (2017).
- 10 Song, L. *et al.* A transcription factor hierarchy defines an environmental stress response network. *Science* **354**, aag1550 (2016).
- 11 Gaudinier, A. *et al.* Transcriptional regulation of nitrogen-associated metabolism and growth. *Nature* **563**, 259-264 (2018).
- 12 Castro-Mondragon, J. A., Jaeger, S., Thieffry, D., Thomas-Chollier, M. & van Helden, J. RSAT matrix-clustering: dynamic exploration and redundancy reduction of transcription factor binding motif collections. *Nucleic Acids Res* **45** (2017).
- 13 Weirauch, M. T. *et al.* Determination and inference of eukaryotic transcription factor sequence specificity. *Cell* **158**, 1431-1443 (2014).
- 14 Franco-Zorrilla, J. M. *et al.* DNA-binding specificities of plant transcription factors and their potential to define target genes. *Proc Natl Acad Sci U S A* **111**, 2367-2372 (2014).
- 15 Mirowski, P. & LeCun, Y. Dynamic Factor Graphs for Time Series Modeling. *Lect Notes Artif Int* **5782**, 128-143 (2009).
- 16 Krouk, G., Lingeman, J., Colon, A. M., Coruzzi, G. & Shasha, D. Gene regulatory networks in plants: learning causality from time and perturbation. *Genome Biol* **14**, 123 (2013).
- 17 Krouk, G., Mirowski, P., LeCun, Y., Shasha, D. E. & Coruzzi, G. M. Predictive network modeling of the high-resolution dynamic plant transcriptome in response to nitrate. *Genome Biol* **11**, R123 (2010).
- 18 Bishop, C. M. *Pattern recognition and machine learning*. (Springer, 2006).

# Supplementary material for: Network Walking charts transcriptional dynamics of nitrogen signaling by integrating validated and predicted genome-wide interactions
**Source:** Nat Commun. 2019 Apr 5;10:1569. doi: 10.1038/s41467-019-09522-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | no software was used for data collection                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | The following R packages were used: GenomicAlignments_1.18.0 and GenomicFeatures_1.34.1 to estimate gene expression, DESeq2_1.22.1 to identify differentially expressed genes, gplots_3.0.1 and ggplot2_3.1.0 for data visualization. AgriGO v2 was used for GO term analysis ( <a href="http://systemsbiology.cau.edu.cn/agriGOv2/">http://systemsbiology.cau.edu.cn/agriGOv2/</a> ). Cytoscape v3.4.0 was used to create networks. The AME and FIMO tools from the MEME Suite v4.11.4 were used for motif analysis and enrichment ( <a href="http://meme-suite.org">http://meme-suite.org</a> ). The matrix clustering tool within the Regulatory Sequence Analysis Tools project ( <a href="http://rsat.sb-roscoff.fr/">http://rsat.sb-roscoff.fr/</a> ) was used to cluster Arabidopsis cis-motifs. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All raw sequencing data from this project have been deposited in the Gene Expression Omnibus (GEO) database accession GSE117857 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117857>] and GSE128209 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE128209>]. Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. The datasets generated and analyzed during the current study are available from the corresponding author on reasonable request. The source data underlying Figures 3a, 3b, 5a, 5b, and 6, as well as Supplementary Figures 2, 4b-d, 5, 6, 8, 9, 11a, and 11b are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen based on previous experience in testing for gene expression responses to N exposure using the TARGET system |
| Data exclusions | No data was excluded from analysis.                                                                                                  |
| Replication     | All experimental parameters were tested in biological triplicate.                                                                    |
| Randomization   | Empty vector control was included on each day TARGET experiments were performed and the DESeq2 model accounted for the batch effect  |
| Blinding        | Blinding was not relevant to this study.                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

# Supplementary material for: Network Walking charts transcriptional dynamics of nitrogen signaling by integrating validated and predicted genome-wide interactions
**Source:** Nat Commun. 2019 Apr 5;10:1569. doi: 10.1038/s41467-019-09522-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Genes that respond to cycloheximide treatment of root protoplasts with a fold-change greater than 5

File Name: Supplementary Data 2

Description: Differentially expressed gene targets of 33 nitrogen-early response identified in TF-transfected root protoplasts

File Name: Supplementary Data 3

Description: Overlap between *in vitro* targets identified by DAP-seq and direct TFregulated targets in root cells from this study

File Name: Supplementary Data 4

Description: Differentially expressed targets of TGA1 (35S:TGA1 vs Col-0) identified in whole roots

File Name: Supplementary Data 5
Description: Gene Ontology terms enriched in the cumulative direct regulated targets of 33 N-early response TFs identified in root cells using *TARGET*

File Name: Supplementary Data 6

Description: Enrichment of known TF cis-binding motifs in promoter and gene features of direct regulated TF targets identified in root cells using *TARGET*

File Name: Supplementary Data 7

Description: Enrichment of known TF cis-binding motifs in 500bp promoter of direct regulated TF targets identified in root cells after DHS filtering

File Name: Supplementary Data 8

Description: Summary of the 80 cis-binding motif clusters of Arabidopsis generated by the RSAT matrix-clustering tool

File Name: Supplementary Data 9
Description: Arabidopsis TF cis-binding motifs enriched in each of the 80 cis-clusters

File Name: Supplementary Data 10

Description: Time-inferred DFG network of N-response in whole roots pruned for precision using TF-targets validated in root cells using *TARGET*

File Name: Supplementary Data 11

Description: Differentially expressed targets of CRF4 identified using inducible expression *in planta* from Varala et al. PNAS 2018

File Name: Supplementary Data 12
Description: Established *in planta* roles of the 33 nitrogen-early response TFs from the literature

How the deposited data were processed for this re-analysis (not part of the article)

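RNA-seq libraries from the TARGET assay of 33 TFs and of the empty vector (EV) in Arabidopsis root protoplasts were re-analysed. All libraries came from cells treated with N, CHX and DEX, so the compared groups were a TF and the EV of the same batch. The labels give each library's TF, its batch (1 to 6) and its replicate number, and all 115 libraries could be mapped from them: 18 EV libraries, 3 in each batch, and 97 TF libraries. Replicates of a TF are wells of the same assay, so they measure the spread within an assay and not between independent assays.

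The authors trimmed the reads, aligned them to the TAIR10 genome with TopHat2 and counted them on genes with GenomicFeatures and GenomicAlignments, and they deposited raw counts per gene without normalization, with 1 library per file. How reads that map to several places were counted is not stated in the paper's text. The files hold 33016 gene identifiers, 32795 of which were matched to the reference table of genes, and gene symbols and positions are those of this table, which refers to the TAIR10 assembly. The total counts of a library ranged from 1542961 to 45372240, with a median of 12336285. Checks of the libraries found 0 identical pairs. Pearson's correlation between replicates was at least 0.889, with a median of 0.972, over the pairs of the 37 groups with 3 libraries. FBH4 and HAT22 are not among these groups.

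Genes with at least 10 counts in at least 3 libraries were kept, 22883 in all. The counts were fitted with edgeR 4.0.16 (with limma 3.58.1, R 4.3.3): TMM normalization, robust dispersion estimates and the robust quasi-likelihood fit, with TF and batch as terms and no replicate block. The model has 39 coefficients and 76 residual degrees of freedom, and all libraries share 1 estimate of the spread. Each TF was tested against EV with the quasi-likelihood F-test, and p-values were adjusted by the Benjamini-Hochberg method within each TF at a threshold of 0.05. Standard errors of log2 fold changes are the fold change divided by the square root of F. As in the paper, the 1421 CHX-responsive genes of Supplementary Data 1 were removed from the targets after the test. Values in CPM are counts scaled to the TMM-normalized library size and are given as mean ± SD. The procedure was tested on simulated data made from each gene's share of the counts over all libraries and the fitted dispersions. Genes were changed in the HSFB2A libraries alone.

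Most genes named in the text were chosen by rules set before the data were examined. These rules cover each TF's own gene and the genes the paper names beside a passage. For TGA1, CRF4, HSFB2A and VRN1 they also cover the 2 induced and the 2 repressed targets with the largest log2 fold change. Such targets had to pass the threshold and change the same way in all 3 same-numbered comparisons with EV. They also needed at least 5 CPM on average in TF or EV libraries, and the TF's own gene was left out. NIA2, GLN1.2, GLN1.3, ASN1, NIT2 and NRT1.2 were instead picked from the N-use genes by their numbers of TFs. AT3G06365, AT2G03875 and AT2G03865 were picked by their share of the counts.

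Results computed from the target lists used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The network was compared with 1000 networks with randomized edges. The overlap with the paper's lists of genes changed in planta by TGA1 and CRF4 was tested by Fisher's exact test over the tested genes not responsive to CHX, and the lists as used here hold the 1998 genes with the lowest p-values each; 3 further rows for TGA1 and 1324 for CRF4 were not used here, so genes not listed can include genes changed in planta. The listed DFG edges were compared with 10000 draws of as many edges per TF. Genes of N use were taken from Supplementary Fig. 8 and their group labels permuted 100000 times. Correlations over TFs were tested by permutation, exactly within batches. Promoters were the 500 bp upstream of each gene, taken from the genome sequence, and the consensus of each of the 80 clusters of Supplementary Data 8 was read from its first to its last capital letter and matched exactly on either strand. Confidence intervals of shares are Wilson 95% intervals and cover counting error only; reads were counted without molecular identifiers.

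The alternatives were DESeq2 1.42.0 in place of edgeR, the size factors of DESeq2 in edgeR, no filter on low counts, the replicate number as a block, each TF fitted in its own batch only, CHX-responsive genes kept, the TF genes left out of the normalization, each replicate number left out in turn, a background of genes with a mean of at least 10 counts, N-use genes past the filter alone, and lower-case letters of a consensus read as any base. Chosen after seeing the values were edgeR and DESeq2 fitted to batches 1 to 4 and batches 5 and 6 apart, DESeq2 apart without the batch term, and DESeq2 with 1 term for batches 5 and 6 in place of the batch. The last pair were run for edges, numbers of targets and the TFs' own genes. FBH4 and HAT22 kept both of their libraries in the fits without a replicate number.

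Left out were results that need the N × Time genes, the DAP-seq and ChIP gene lists, gene ontology terms, the network of N metabolism screened by yeast one-hybrid, position weight matrices, and the N dose experiment with TGA4, which were not analysed here.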

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

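Every test in this part was chosen after the result it concerns was seen, apart from the check of CHX-responsive genes against genes of like expression and the check of TGA1 genes changed at least 2-fold; for the latter, the rule for reading its interval was set after the number of CRF4 genes was seen.

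Among the TFs assayed in the same batch, there were 3 pairs in which each TF's transcript was called induced in the libraries of the other, in data that the paper does not discuss. ZFP4 had a log2 fold change of 1.03 in the ASR3 libraries and ASR3 one of 2.80 in the ZFP4 libraries. LBD38 had a log2 fold change of 1.24 in the bZIP3 libraries and bZIP3 one of 4.48 in the LBD38 libraries. GATA17L had a log2 fold change of 3.41 in the CRF4 libraries and CRF4 one of 5.39 in the GATA17L libraries. In all 6 cases the rise over EV in CPM was between 0.156% and 0.338% of the level in the TF's own libraries. The design pooled cells with red and green reporters in the same wells before sorting, and libraries were pooled for sequencing, so transcripts carried over between cells or libraries of the same batch are a possible explanation. A TF's gene was called induced in the libraries of another TF in 27 of 194 ordered pairs of the same batch (13.9%) and in 66 of 862 pairs of different batches (7.66%), an odds ratio of 1.95 (two-sided Fisher's exact test, p = 0.00761), as carry-over within a batch would give. Repressed calls were as frequent in pairs of the same batch as in others, 22 of 194 against 92 of 862, an odds ratio of 1.07 (p = 0.798, Fisher's exact test), and 8 of the 22 are those of C2H2 described below. EV libraries shared within a batch are not excluded by this, since a low level of a TF's gene in them would raise induced calls alone. The excess of induced calls therefore cannot be told apart from an effect of the shared EV libraries. An exchange between 2 particular TFs would give more both-way pairs than calls shuffled within batches do. The 3 pairs seen stand against a mean of 1.90 in shuffled calls (one-sided permutation test, p = 0.285), which gives no sign of such an exchange. For GATA17L in the CRF4 libraries, the log2 fold change of 5.39 of CRF4 in the GATA17L libraries is what carry-over between these cells or libraries would give, and an induction of each by the other would give it too. GATA17L also rises, with a log2 fold change of 0.52, in the paper's list for CRF4 overexpression in planta. The call of GATA17L as a target of CRF4 therefore cannot be told apart from carry-over with these libraries.

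C2H2 was measured at 23.8 CPM on average in the 3 EV libraries of batch 4, from 16.6 to 34.7 CPM, above the level in the other libraries without the C2H2 construct. In the 15 EV libraries of the other batches it was at most 2.08 CPM, and in the 24 libraries of the other TFs of batch 4 it was between 0.643 and 5.16 CPM. All 8 other TFs of batch 4 were therefore called repressors of C2H2, with log2 fold changes from -4.05 to -3.08 (highest FDR 3.33e-13). The EV level was 0.346% of the 6874 CPM in the C2H2 libraries. Transcripts of C2H2 carried over into these EV libraries would give this, and so would any other cause confined to them, so the pattern cannot be told apart from carry-over. No biological explanation was tested, since EV cells of all batches had the same treatment.

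The CHX-responsive genes, which the paper removes from the targets, were called more often than other genes. The 1398 that were tested had 9388 calls, 6.72 TFs per gene, against 2.93 for the remaining genes. Their expression level may contribute but does not account for the difference, as random sets of other genes matched on mean expression had a mean of 4.24 TFs per gene, and at most 4.59 in 10000 draws (permutation test, p = 1e-04, the smallest that the draws can give). Genes that respond to CHX respond in all libraries, TF and EV alike, so a small difference in CHX exposure between wells is another explanation, which was not tested because the treatment was the same in every library.

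The direction of the genes shared with the in planta experiments differed between TGA1 and CRF4, the 2 TFs with such data. Of the shared genes, 268 of 458 changed in the same direction for TGA1 (58.5%) and 101 of 102 for CRF4 (99.0%; two-sided Fisher's exact test of the difference, p = 1.05e-19). If noise in genes near the threshold were the cause, the TGA1 share would approach that of CRF4 among genes changed at least 2-fold in both experiments. It was 56.4% among 39 such genes (Wilson 95% confidence interval 41.0% to 70.7%), so it did not rise with the size of the change. CRF4 had only 1 such gene, changed in the same direction, so the 2 TFs cannot be compared among genes of this size of change (two-sided Fisher's exact test, p = 1). Some of the 39 TGA1 genes still lie near the FDR threshold in cells, such as AT3G45530 (FDR = 0.0461) and PP2-A7 (FDR = 0.0474). The 2-fold limit does not remove such genes, so their share does not rule out noise. The 2 in planta lists were not cut alike, with 1324 rows of higher p-values left out for CRF4 and 3 for TGA1. Of the 102 shared CRF4 genes, 101 were induced in cells, and the share of induced genes on its list was not computed. Neither point was tested as a cause of the difference. Differences between the 2 experiments in planta were not tested. TGA1 was assayed in batch 2 and CRF4 in batch 3, so the TF and the batch cannot be told apart.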

How the results depend on the processing

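The main settings, 10 alternative fits and 3 alternatives of single results (the background of the in planta overlaps, the N-use genes and the reading of the consensus) were set before the data were examined, and 4 more fits were chosen after seeing the values; the tests of the replicate numbers below were planned before their results were seen, and those of batches fitted apart were chosen after. The analysis of gene ontology terms was not run, because the annotation used here pairs no genes with terms.

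Under 4 of the alternatives, the number of targets of all 33 TFs stayed within 1.5 times the main count. These were the size factors of DESeq2 in edgeR, no low-count filter, CHX-responsive genes kept, and each TF's own gene left out of the normalization. The other results compared kept their side of the threshold, apart from 1 named gene that lost its call without the filter and the enrichment of the TFs' own cores. They also kept their direction, which was not compared for named genes not past the threshold in the main fit. TCP23 lost its enrichment under the first 3 of these 4, bZIP3 gained one without the filter, and WRKY18 gained one with the CHX-responsive genes kept. The total was between 54041 and 72333 edges under these 4. With DESeq2 in place of edgeR, which gave 72631 edges, the counts of 3 TFs moved, to ASR3 1184, BEE2 250 and TGA4 428. With each TF fitted in its own batch only, 61846 edges were found and the counts of 11 TFs moved, to BEE2 616, DIV1 2283, FBH4 716, GATA17 2179, HB6 2436, HHO3 887, HYH 1955, TCP23 626, TGA4 472, VRN1 1323 and WRKY18 637. The cause was not tested. The 2 odds ratios with the in planta lists, the excess of genes with few and with many TFs, the shares of indirect genes reached through a TF2 and the difference between the N-use groups kept their direction and stayed past their thresholds under every alternative for which they were computed, the fits without 1 replicate included.

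With the replicate number as a block, 74787 edges were found in place of 62945. The counts of 5 TFs moved, to ASR3 1174, BEE2 307, HHO3 909, TGA4 489 and VRN1 752, and the precision of the DFG edges rose to 27.6% (permutation test, p = 0.0396) from 17.9% (p = 0.338). Deviations from the group means correlated more between same-numbered libraries of a batch (mean 0.0255) than between others (-0.0127), a difference of 0.0382 (permutation test of the numbers, p = 1e-04, the smallest that 10000 shuffles can give). Replicate numbers that pair the libraries are therefore a candidate explanation for the larger number of edges in the blocked model.

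Leaving out 1 replicate of every group but FBH4 and HAT22 lowered the number of edges to between 26640 and 47959, with the lowest without replicate 2. The number of targets then lay in these ranges over the 3 fits: ASR3 131 to 592, BEE2 4 to 79, bZIP3 1007 to 1942, C2H2 1280 to 2449, CDF1 354 to 983, COL5 131 to 595, CRF4 3 to 111, DIV1 2992 to 4756, ERF056 1481 to 2805, ERF060 234 to 684, ERF5 405 to 1199, GATA17 1297 to 2531, GATA17L 137 to 504, HB6 219 to 868, HHO2 551 to 1183, HHO3 33 to 400, HSFB2A 1852 to 3495, HYH 322 to 916, LBD37 747 to 1595, LBD38 147 to 629, MYB61 1319 to 2010, NAC4 102 to 1117, NAP 891 to 1552, RAV1 2760 to 4145, TCP23 1001 to 1700, TGA1 2297 to 3261, TGA4 31 to 237, VRN1 87 to 306, WRKY18 498 to 1179, WRKY54 825 to 2075 and ZFP4 686 to 1174. FBH4 and HAT22 were not compared, as they kept both libraries in all of these fits. Between 3 and 7 TFs had their own core enriched in induced targets alone. Without replicate 2, the number of genes targeted by at least 1 TF fell to 9877, and only 2 genes were shared between CRF4 targets and the in planta list, both changed the same way (two-sided binomial test, p = 0.5). A fit with 2 libraries per TF has less power, but the loss was uneven. Replicates 1 and 3 lay farther apart than the other pairs of numbers, by 0.0431 in root mean square log2 distance (permutation test, p = 0.00520, in 27 of 37 groups), with means of 0.743 for numbers 1 and 2, 0.817 for 1 and 3 and 0.805 for 2 and 3. The distance of 1 and 3 exceeded that of 2 and 3 by only 0.0124 (one-sided sign-flip permutation test, chosen after the result was seen, p = 0.0757), yet 16 of 31 TFs stayed within 1.5 times the main count without replicate 1 and 0 of 31 without replicate 2. The 3 distances rank as the numbers of TFs kept (23 of 31 without replicate 3), but the step from 16 to 0 goes with a small difference in distance. Whether the spread between the replicates left in the fit accounts for the low count cannot be told.

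Of the alternatives chosen after seeing the values, edgeR fitted to batches 1 to 4 and batches 5 and 6 apart gave 66988 edges and moved the counts of 21 TFs, to ASR3 1330, BEE2 272, CDF1 2138, DIV1 3381, ERF060 1555, ERF5 745, FBH4 583, GATA17L 1606, HAT22 2140, HHO3 981, HYH 1880, LBD37 1296, LBD38 1588, MYB61 1423, NAC4 1770, NAP 1123, TCP23 1179, TGA4 439, VRN1 306, WRKY18 597 and WRKY54 1260. DESeq2 fitted in the same way gave 70913 edges and moved 21 TFs, to ASR3 1588, BEE2 383, CDF1 2266, COL5 1352, CRF4 285, DIV1 3452, ERF060 1715, ERF5 921, FBH4 756, GATA17L 1876, HB6 1895, HHO2 2569, HHO3 1168, HYH 2108, LBD38 1789, MYB61 1457, NAC4 1973, TGA4 673, WRKY18 679, WRKY54 1344 and ZFP4 2642. In these 2 fits the correlation of TF overexpression with the number of targets reversed, with Spearman's rho at 0.0762 (p = 0.674) and 0.0605 (p = 0.737) and Pearson's r at 0.101 (p = 0.575) and 0.104 (p = 0.566) by permutation tests, none past the threshold. The cause was not tested.

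DESeq2 without the batch term, fitted to batches 1 to 4 and batches 5 and 6 apart, gave 131097 TF-target edges, and the numbers of targets moved to ASR3 4558, BEE2 4027, bZIP3 6777, C2H2 6429, CDF1 4402, COL5 4039, CRF4 5228, ERF056 5896, ERF060 4525, GATA17 5509, GATA17L 5031, HAT22 2131, HB6 4591, HHO2 4908, HHO3 5374, HSFB2A 7081, HYH 4916, LBD37 1100, LBD38 4804, NAC4 4929, TGA4 5579, WRKY18 649 and ZFP4 5214. DESeq2 with 1 term for batches 5 and 6 in place of the batch gave 126817 TF-target edges, and the numbers moved to ASR3 4180, BEE2 3740, bZIP3 6225, C2H2 5860, CDF1 3861, COL5 3797, CRF4 4748, ERF060 4160, GATA17 4951, GATA17L 4572, HB6 4109, HHO2 4444, HHO3 4822, HYH 4452, LBD37 1208, LBD38 4311, NAC4 4337, TGA4 5086, WRKY18 676 and ZFP4 4637. In both, a TF is set against EV libraries of other batches as well as its own. The cause was not tested.

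Of 1434 values for 114 named genes and TF2s, 1377 kept their side of the threshold, 46 were weaker and 11 were stronger under the alternatives run. No gene past the threshold in the main fit reversed its direction. For genes not past it, changes of direction were not counted. In simulated counts of the same depth and spread, 200 genes were given a set change in the HSFB2A libraries alone. Of these, 79% were recovered, 93% of those changed 4-fold and 65% of those changed 2-fold, and 7 of 22061 unchanged genes were called. With data of this depth, spread and number of replicates, calls of changes near 2-fold are thus incomplete. Which of these limits the calls was not tested. Smaller changes were also called, with a median log2 fold change of 0.58 among the genes induced in the CRF4 libraries.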

Differences from the paper's values

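In what follows, a value differs when it and the paper's are more than 1.5 times apart, or, for a log2 fold change, farther apart than 1 standard error. The alternatives set before the data were examined come first at each measure. Those chosen after seeing the values are edgeR and DESeq2 fitted to batches 1 to 4 and batches 5 and 6 apart (edgeR apart, DESeq2 apart), DESeq2 apart without the batch term, and DESeq2 with 1 term for batches 5 and 6 in place of the batch.

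The number of targets differed for 19 TFs: ASR3 759 (the paper's 2034), BEE2 141 (the paper's 861), bZIP3 2590 (the paper's 4515), C2H2 3010 (the paper's 4873), CDF1 1370 (the paper's 2710), COL5 773 (the paper's 1839), CRF4 160 (the paper's 764), ERF060 949 (the paper's 2258), ERF5 1513 (the paper's 1005), FBH4 1207 (the paper's 760), GATA17L 899 (the paper's 2937), HB6 1159 (the paper's 2623), HHO2 1698 (the paper's 3214), HHO3 534 (the paper's 2034), HYH 1198 (the paper's 2875), LBD38 940 (the paper's 2337), NAC4 1059 (the paper's 2167), TGA4 251 (the paper's 1506), ZFP4 1719 (the paper's 3229). Among the alternatives set before the data were examined, these brought the number within 1.5 times the paper's: the own batch only for BEE2 (616), C2H2 (3472), FBH4 (716), HB6 (2436) and HYH (1955); DESeq2 for bZIP3 (3136), C2H2 (3549) and NAC4 (1457); the replicate block for bZIP3 (3065), C2H2 (3519), CDF1 (1808), NAC4 (1500) and ZFP4 (2162); CHX-responsive genes kept for C2H2 (3494); no low-count filter for ERF5 (1247) and FBH4 (921); replicate 1 left out for ERF5 (1199); replicate 3 left out for ERF5 (696). Among those chosen after seeing the values, these did: DESeq2 apart for ASR3 (1588), bZIP3 (3677), C2H2 (4155), CDF1 (2266), COL5 (1352), ERF060 (1715), ERF5 (921), FBH4 (756), HB6 (1895), HHO2 (2569), HYH (2108), LBD38 (1789), NAC4 (1973) and ZFP4 (2642); edgeR apart for bZIP3 (3598), C2H2 (4012), CDF1 (2138), ERF060 (1555), ERF5 (745), FBH4 (583), HHO2 (2507), LBD38 (1588), NAC4 (1770) and ZFP4 (2558); DESeq2 with a term for batches 5 and 6 for bZIP3 (6225), C2H2 (5860), CDF1 (3861), HHO2 (4444) and ZFP4 (4637); DESeq2 apart without the batch term for C2H2 (6429) and FBH4 (925). None of the alternatives of either kind closed the gap for CRF4, GATA17L, HHO3 and TGA4, and those set before the data were examined did not for ASR3, COL5, ERF060, HHO2 and LBD38 either. The totals of 62945 TF-target edges, and of 53683 for 29 TFs, lie within 1.5 times the paper's 85144 and 71836.

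For CRF4, there were 154 induced targets against the paper's about 480 in Fig. 4, read by eye, and 6 repressed targets against the paper's about 280 in Fig. 4, read by eye. None of the alternatives set before the data were examined closed either gap. The number of targets with edges to 10 or more TFs was 1535, against the paper's 2867 in the source data of Fig. 3a. Of the alternatives set before the data were examined, DESeq2 (2096), the replicate block (2289) and CHX-responsive genes kept (1935) closed this gap and the rest did not, and DESeq2 apart (2178), chosen after seeing the values, also closed it.

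The log2 fold change of the TF in its own libraries differed for 25 of the 33 TFs: ASR3 11.37 (the paper's 10.99), BEE2 13.20 (the paper's 14.09), bZIP3 13.78 (the paper's 14.71), C2H2 8.18 (the paper's 9.93), CRF4 13.79 (the paper's 14.78), DIV1 8.56 (the paper's 8.29), ERF056 12.50 (the paper's 14.10), ERF060 6.43 (the paper's 6.64), GATA17 11.43 (the paper's 11.05), GATA17L 11.45 (the paper's 11.03), HAT22 3.88 (the paper's 4.10), HB6 5.36 (the paper's 5.54), HHO2 4.40 (the paper's 4.23), HHO3 2.90 (the paper's 3.10), HYH 12.97 (the paper's 11.79), LBD38 9.06 (the paper's 8.56), MYB61 11.39 (the paper's 11.91), NAC4 10.08 (the paper's 9.63), NAP 3.49 (the paper's 3.82), RAV1 5.37 (the paper's 5.12), TCP23 8.51 (the paper's 8.74), TGA1 7.72 (the paper's 7.53), TGA4 8.57 (the paper's 8.87), WRKY18 4.92 (the paper's 5.19), ZFP4 9.03 (the paper's 9.76). Of the alternatives set before the data were examined, these came within the error: replicate 2 left out for ASR3 (11.13), BEE2 (13.92), CRF4 (15.00), DIV1 (8.46), GATA17 (11.32), GATA17L (11.44) and HHO2 (4.44); DESeq2 for bZIP3 (13.76), GATA17L (11.46), MYB61 (11.46) and TCP23 (8.56); replicate 3 left out for bZIP3 (14.22), GATA17L (11.35) and TCP23 (8.76); replicate 1 left out for ERF060 (6.55), GATA17 (11.12), GATA17L (11.51), HHO2 (4.30) and TCP23 (8.47); no low-count filter for GATA17L (11.43) and TCP23 (8.51); the size factors of DESeq2 in edgeR for TCP23 (8.55). Of those chosen after seeing the values, these came within the error: DESeq2 with a term for batches 5 and 6 for ASR3 (10.97), BEE2 (14.09), bZIP3 (14.61), C2H2 (9.91), CRF4 (14.74), DIV1 (8.32), ERF056 (14.09), ERF060 (6.63), GATA17L (11.02), HAT22 (4.14), HB6 (5.51), HHO2 (4.22), HHO3 (3.07), HYH (11.69), LBD38 (8.54), MYB61 (11.87), NAC4 (9.63), NAP (3.80), RAV1 (5.16), TCP23 (8.76), TGA1 (7.56), TGA4 (8.83), WRKY18 (5.21) and ZFP4 (9.74); DESeq2 apart without the batch term for ASR3 (10.98), BEE2 (14.13), bZIP3 (14.60), C2H2 (9.93), CRF4 (14.78), DIV1 (8.30), ERF056 (14.11), ERF060 (6.64), GATA17L (11.05), HAT22 (4.10), HB6 (5.54), HHO2 (4.22), HHO3 (3.10), HYH (11.73), LBD38 (8.55), MYB61 (11.89), NAC4 (9.63), NAP (3.82), RAV1 (5.12), TCP23 (8.74), TGA1 (7.53), TGA4 (8.87), WRKY18 (5.19) and ZFP4 (9.75); DESeq2 apart for bZIP3 (13.79), GATA17L (11.43) and MYB61 (11.48); edgeR apart for GATA17L (11.43). With DESeq2 fitted to all libraries, the values of bZIP3 and GATA17L came no nearer to the paper's. They lay within the error because the standard errors were larger, 1.57 and 0.483 against 0.416 and 0.409 in the main fit. Alternatives set before the data were examined left the gap open for C2H2, ERF056, HAT22, HB6, HHO3, HYH, LBD38, NAC4, NAP, RAV1, TGA1, TGA4, WRKY18 and ZFP4.

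The paper gives VRN1 as the TF with the fewest targets and HSFB2A as that with the most. In the fit here these were BEE2 (141) and DIV1 (5273). The extremes depend on the fit. Among the alternatives set before the data were examined, CRF4 had the fewest with, for example, DESeq2 (205), the own batch only (172) and the replicate block (216), and RAV1 had the most with DESeq2 (5551, DIV1 5477) and with the own batch only (5866, DIV1 2283). None of these alternatives gave VRN1 the fewest or HSFB2A the most. HSFB2A had the most with all 4 alternatives chosen after seeing the values: edgeR apart (5548), DESeq2 apart (5411), DESeq2 apart without the batch term (7081) and DESeq2 with a term for batches 5 and 6 (6437). CRF4 had the fewest in the first 2 of these (238 and 285) and WRKY18 in the last 2 (649 and 676). The paper names GATA17, NAP, HYH and MYB34 among the direct TF2s of CRF4, and here these had log2 fold changes of 0.03 (FDR = 1), -0.26 (FDR = 0.597), 0.44 (FDR = 1) and -0.93 (FDR = 0.722), while GATA17L, which is not among them, had 3.41 (FDR = 1.19e-07).

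The paper reports no enrichment of the motifs of TCP23 in any region, and here the core of its cluster was in 1.42% of promoters of induced targets against 0.562% of the background (FDR = 0.0338). This enrichment was lost with DESeq2, the size factors of DESeq2 in edgeR, no low-count filter, the replicate block, CHX-responsive genes kept, and replicate 1 or replicate 2 left out. In Fig. 4 the paper places RAV1, WRKY18 and ERF5 with motifs enriched in both directions, and here none of the 3 passed in either. WRKY18 passed in induced targets with CHX-responsive genes kept, and in repressed targets with edgeR apart and DESeq2 apart, both chosen after seeing the values. Unadjusted, in the main fit, WRKY18 had p = 0.00420 for repressed and p = 0.0376 for induced targets (one-sided Fisher's exact test), and neither RAV1 nor ERF5 had a p under 0.05. The paper places NAC4 and TGA1 among the TFs with more regulated than in vitro bound genes. Here NAC4 had 1059 targets against the paper's 1656 bound genes, and TGA1 had 4137 against the paper's 2557 and 4747 in its 2 in vitro sets. NAC4 passed 1656 with all alternatives chosen after seeing the values and with none of those set before. The paper gives fewer regulated than ChIP-bound genes for all 3 TFs with such data, and here WRKY18 had 1039 targets against the paper's 805 bound genes. WRKY18 fell below 805 with the own batch only, in a fit with a replicate left out and with all alternatives chosen after seeing the values. The paper names cluster 36 beside cluster 6 for the repressed NAP targets. Its exact core occurs in 3 background promoters, too few for a test, so no comparison with the paper is made.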

Other observations

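The tests of organellar counts, of the share of the 10 top genes, of depth with batches held apart, of the spread shared between batches, of the EV baseline and of the genes induced by CRF4 were chosen only after the results were seen. The remaining tests in this part were chosen before.

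The number of edges was compared with other splits of the libraries, in which the labels were exchanged among libraries of the same batch and replicate number, with the dispersions kept. The real split, with 62945 edges, was 1 of 25 splits with as many edges, and the other 24 gave between 176 and 10478, with a median of 1784. For single TFs, 3 libraries against 3 EV libraries make 4 splits that part every same-numbered pair, and for each of the 31 TFs with 3 libraries the real one was 1 of 4 splits with as many targets. The other splits of a TF gave at most 337 targets, for DIV1. A share of 1 in 4 is the smallest that this design can give, so it cannot set any single TF's count apart from a random split.

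The 40 libraries of batches 5 and 6 held 0 counts on genes of the chloroplast and mitochondrial genomes, whereas such genes took between 0.0379% and 0.133% of the counts in each of the 75 libraries of batches 1 to 4. No test of expression is involved, and library depth is not the reason, since the shallowest library of batches 5 and 6 would hold 584.4 organellar counts at the lowest share of batches 1 to 4. Of 77 genes with more than 1000 counts in batches 1 to 4 and none in batches 5 and 6, 63 are organellar. The 10 genes with the most counts took a median of 24.3% of a library in batches 5 and 6 and 5.74% in batches 1 to 4. AT3G06365, annotated as miscellaneous RNA, took 15.7% of the counts in batches 5 and 6 and 0.855% in batches 1 to 4, AT2G03875 took 6.68% and 0.348%, and AT2G03865 took 1.67% and 0.0800%. A difference in read processing or library preparation between the 2 sets of batches may underlie this, but neither can be told from the counts. The share of the 10 genes with the most counts also differed between TF and EV libraries within a batch, for example in batch 6 with 49.5% in replicate 3 of DIV1 and between 20.7% and 26.0% in EV, so a comparison with EV of the same batch does not remove it. Over the 12 TFs of batches 5 and 6, the number of targets did not rise with the difference in this share between TF and EV libraries (mean within-batch Spearman's rho -0.486, permutation test within batches, p = 0.140). That test takes the median library of each TF and so passes over replicate 3 of DIV1. With the mean distance of the TF libraries from EV in its place, DIV1 had the largest distance of batches 5 and 6 (9.37 percentage points) and the most targets, and over the 12 TFs the mean rho was 0 (permutation test within batches, p = 1). Without replicate 3 of every group but FBH4 and HAT22, DIV1 had 3846 targets in place of 5273. This number lies between the counts of DIV1 without replicate 1 and without replicate 2, so the drop does not single out replicate 3. An effect of replicate 3 of DIV1 on its targets is not ruled out by these tests, and effects on single genes were not tested.

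All 21 TFs of batches 1 to 4 had fewer targets than the paper gives, with a median ratio of 0.442, and all 12 TFs of batches 5 and 6 had more, with a median ratio of 1.39. In the fit of all libraries, the 6 batches share 1 estimate of the spread. If this were the cause, fitting the 2 sets of batches apart would bring the numbers nearer to the paper's. TFs more than 1.5 times off the paper's number were 19 in the fit of all libraries and 9 with edgeR fitted to batches 1-4 and 5-6 apart, where the median ratios were 0.689 and 0.862. They were 5 with DESeq2 fitted in the same way, against 23 with DESeq2 fitted to all libraries, where the median ratios were 0.582 and 1.594. With each TF fitted in its own batch only, where no spread is shared between batches but each fit has few libraries, they were 21, with median ratios of 0.557 and 1.204. The tests thus disagree, and a shared spread was not shown to account for the pattern. All 21 TFs of batches 1 to 4 had fewer targets in each of these fits. The excess in batches 5 and 6 did not stay. Of these 12 TFs, 0 had more targets than the paper gives with edgeR fitted apart and 1 with DESeq2 fitted apart. With the own batch only, 7 did.

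The log2 fold changes of the TFs' own genes came within 0.1 of the paper's for 3 of 33 TFs. Without the batch term, so that EV libraries of several batches form the baseline, and with batches 1 to 4 and 5 and 6 apart, 31 of 33 came within 0.1, and the largest difference was 1.04, for GATA17. A baseline of EV libraries from several batches is thus a candidate explanation for the paper's fold changes of these genes, though not for its numbers of targets, since without the batch term CRF4 had 5228 targets and BEE2 had 4027.

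Targets with edges to 10 or more TFs numbered 1535. Since EV libraries are shared within a batch, an unusual EV library could raise the number of TFs per gene. Networks that keep the calls of a batch together held a mean of 707.5 such targets (range 650 to 764), and networks drawn among genes of like expression a mean of 673.1 (range 619 to 720). Freely randomized edges gave 71.2, and both kinds of networks fall short of 1535 (permutation tests, p = 0.001 over 1000 networks and p = 0.005 over 200, the smallest that these numbers can give). Neither therefore accounts for all of the excess. Networks that keep the calls of a batch together also keep genes regulated alike by the TFs of a batch, so they do not show what share is due to the EV libraries. Networks that combine both were not drawn.

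Over the 33 TFs, the number of targets had no correlation with library depth past the threshold, with a Spearman's rho of -0.286 (permutation test, p = 0.106; Pearson's r = -0.302, p = 0.0891), and without CDF1 and GATA17L, the 2 TFs farthest from the median depth, rho was -0.256 (permutation test, p = 0.164). Within batches, rho was 0.143 in batch 3, 0.767 in batch 4 (exact permutation test, p = 0.0214, adjusted p = 0.128 over 6 comparisons), 0.714 in batch 5 and 0.0857 in batch 6. None of these passed after adjustment. The pooled value ignores the batch, and batches 5 and 6 are shallow. With batches held apart, the mean within-batch rho over 29 TFs of 4 batches was 0.443 (permutation test within batches, p = 0.0238). Library depth may therefore contribute to the number of targets of a TF within a batch.

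TFs of the same family changed genes more alike than other TFs. The mean Pearson correlation of log2 fold changes across 10632 genes, less the mean for the batches of the pair, was 0.0612 higher in the 21 pairs of the same family than in the rest of the 528 pairs (permutation test of the family labels, p = 0.0138). The genes are not independent replicates. The mean correlation was 0.497 in pairs of the same batch and 0.0948 in pairs of different batches. TFs of a batch were compared with the same EV libraries, so noise in those libraries alone raises the same-batch value. The value that shared EV libraries alone would give was not computed, so the weight of the batch cannot be set against that of the family. After the batch was taken off, TGA1 and TGA4 (0.306) and HHO2 and HHO3 (0.276) were most alike among the 21 pairs of the same family. HAT22 and HB6 (-0.209) and WRKY18 and WRKY54 (-0.191) lay below the mean. Family membership may therefore shape part of the response, as a hypothesis, since similar sequences that share reads were not tested.

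More TFs regulated genes of N reduction and assimilation than of N transport, 6.85 against 2.70 per gene. The expression level of the genes is a candidate explanation. Of the 20 transport genes, 9 had a mean under 10 counts per library, against 4 of the 39 genes of N reduction and assimilation, and 10 against 2 had no TF. After the mean number of TFs of genes of like expression was taken off, the means were 1.85 and 1.06 and the difference was 0.792 (permutation test, p = 0.411). The difference between the groups therefore cannot be told apart from their expression level.

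The 153 genes induced in the CRF4 libraries, its own gene left out, had small changes, with a median log2 fold change of 0.58 (quartiles 0.49 and 0.69). They were induced by 6.40 of the other 32 TFs on average and repressed by 1.25. Random sets of other genes matched on mean expression were induced by 2.21 TFs on average and by at most 3.11 in 10000 draws (permutation test, p = 1e-04, the smallest that the draws can give), so expression level does not account for it. RAV1 induced 138 of them, C2H2 120, bZIP3 117 and NAC4 92, while TCP23 repressed 45, MYB61 43 and HAT22 39. Of the 62 tested genes with a symbol of a ribosomal protein, 13 were among them (odds ratio 40.3, one-sided Fisher's exact test, p = 4.44e-16), a property chosen after looking at the list. These genes may form a set that responds to many TFs or to the state of the cells, rather than to CRF4 alone. No biological explanation was tested, since growth, N and CHX treatments were the same in all libraries.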
